# Single-nucleus ribonucleic acid-sequencing and spatial transcriptomics reveal the cardioprotection of Shexiang Baoxin Pill (SBP) in mice with myocardial ischemia-reperfusion injury

**DOI:** 10.3389/fphar.2023.1173649

**Published:** 2023-05-09

**Authors:** Wenyong Lin, Xin Chen, Dongyuan Wang, Ruixia Lu, Chunling Zhang, Zhenchao Niu, Jie Chen, Xiaofen Ruan, Xiaolong Wang

**Keywords:** Shexiang Baoxin Pill, single-nucleus RNA sequencing, spatial transcriptomics, traditional Chinese medicine, myocardial ischemia reperfusion injury

## Abstract

**Aim:** The Shexiang Baoxin Pill (SBP) has been extensively used to treat cardiovascular diseases in China for four decades, and its clinical efficacy has been widely approved. However, the mechanism by which this is achieved remains largely unexplored. Research attempting to understand the underlying mechanism is ongoing, but the findings are controversial. Here, we aimed to explore the possible mechanism of SBP in myocardial ischemia-reperfusion (I/R) injury using heart single-nucleus and spatial ribonucleic acid (RNA) sequencing.

**Methods:** We established a murine myocardial I/R injury model in C57BL/6 mice by ligating and recanalizing the left coronary artery anterior descending branch. Subsequently, single-nucleus RNA-seq and spatial transcriptomics were performed on mice cardiac tissue. We initially assessed the status of cell types and subsets in the model administered with or without SBP.

**Results:** We used single-nucleus RNA sequencing to comprehensively analyze cell types in the cardiac tissue of sham, I/R, and SBP mice. Nine samples from nine individuals were analyzed, and 75,546 cells were obtained. We classified the cells into 28 clusters based on their expression characteristics and annotated them into seven cell types: cardiomyocytes, endothelial cells, fibroblasts, myeloid cells, smooth muscle cells, B cells, and T cells. The SBP group had distinct cellular compositions and features than the I/R group. Furthermore, SBP-induced cardioprotection against I/R was associated with enhanced cardiac contractility, reduced endocardial cell injury, increased endocardial-mediated angiogenesis, and inhibited fibroblast proliferation. In addition, macrophages had active properties.

**Conclusion:** SBP improves the early LVEF of I/R mice and has a cardioprotective effect. Through sequencing analysis, we observed that SBP can increase the gene expression of *Nppb* and *Npr3* in the infarct area of the heart. *Npr3* is related to vascular generation mediated by endocardial cells and requires further research. In addition, SBP increases the number of fibroblasts, inhibits the expression of genes related to fibroblast activation and proliferation, and increases the transformation of endothelial cells into fibroblasts. These findings will help to indicate directions for further research.

## 1 Introduction

Myocardial infarction (MI) is a major cause of morbidity and mortality associated with cardiovascular diseases (Benjamin et al., 2018). Percutaneous coronary intervention is the most effective method to ameliorate myocardial injury (Cohen et al., 2010). Sudden recanalization is inherently complicated by increasing irreversible injury to the myocardium despite blood flow restoration, causing cardiac and microvascular dysfunction (Fröhlich et al., 2013). The links between myocardial I/R injury and coronary microvascular diseases have attracted increasing attention. However, clinical drugs have limited efficacy in treating I/R. Therefore, identifying new drugs to treat myocardial I/R injury is important.

Shexiang Baoxin Pill (SBP) is a traditional Chinese medicine (TCM) compound made by the ancient prescription Suhexiang pill through modern pharmacology technology, which can activate Yang and benefit vital energy in resuscitation with aromatics according to Yin and Yang theory in Chinese medicine (Ge et al., 2020; Zhao et al., 2021). SBP is approved by the Chinese Food and Drug Administration for use in the secondary prevention of coronary heart disease (CHD) and first aid in acute coronary syndrome (ACS) (Wen et al., 2018; Ge et al., 2020). After four decades of clinical application, SBP was first recorded in the Chinese pharmacopeia in 2015 and comprised seven materials: *Moschus* (She Xiang), *Calculus Bovis Artifactus* (Rengong Niuhuang), *Styrax* (Su Hexiang), *Ginseng Radix et Rhizoma* (Ren Shen), *Cinnamomi Cortex* (Rou Gui), *Bufonis Venenum* (Chan Su) and *Borneolum Syntheticum* (Bing Pian). SBP can preserve cardiac function by improving endothelial vascular function, inhibiting inflammation and antioxidative stress, restoring myocardial energy metabolism, and promoting angiogenesis (Fang et al., 2017; Huang et al., 2017; Lu et al., 2019; Zhang J et al., 2020; Guo et al., 2021). In the MUST study (Ge et al., 2020), SBP significantly reduced angina frequency and was associated with reduced major adverse cardiovascular events in patients with CHD. Due to the excellent therapeutic effect of SBP on CHD and ACS, its protective effect against myocardial I/R injury has attracted great attention. However, the underlying molecular mechanisms remain unclear.

Here, we aimed to preliminary describe ecological changes in various cells and potential targets in the heart after SBP intervention using single-nucleus RNA-sequencing (sNuc-seq) and spatial transcriptomics-sequencing (ST-seq). This study established a cellular landscape that provides evidence for clinical applications and support for further research.

## 2 Materials and methods

### 2.1 Materials

SBP was obtained from Shanghai Hutchison Pharmaceuticals Co., Ltd. (Shanghai, China; manufacturer’s batch number: 190307). The SBP quality control adhered to the specifications and test procedures described in the Pharmacopeia of the People’s Republic of China (Chinese Pharmacopeia Commission, 2015).

### 2.2 Animals

All animal experiments were approved and conducted in strict compliance with the Shanghai University of Traditional Chinese Medicine Institutional Animal Care and Use Committee guidelines (Permit Number: PZSHUTCM210913016). The Laboratory Animal Center of Shanghai University of Traditional Chinese Medicine supplied specific pathogen-free grade C57BL/6 mice (20–22 g, 8 weeks). The mice were housed in groups of five per cage with a controlled light/dark cycle of 12/12 h, temperature of 24°C ± 1°C, and humidity of 50%–70%. All animals were acclimatized for a week with water and food available *ad libitum*. Subsequently, mice were randomly assigned to three groups (n = 15): 1) sham (control), 2) I/R (model), and 3) SBP (drug intervention).

### 2.3 SBP preparation and treatment

The quality control of SBP is described in the Chinese Pharmacopeia. We applied the correction factor method (Nair and Jacob, 2016) to convert the adult dose of SBP to the equivalent dose in a mouse, and the correction factor (K_m_) was estimated by dividing the average body weight (kg) of the species by its body surface area (m^2^). For example, we assumed that the average adult body weight (bw) is 60 kg, the adult clinical dose of SBP is 135 mg/d (instruction manual recommended), the K_m_ for an adult is 37, and the K_m_ for a mouse is 3, we calculated the mouse equivalent dose as:

Mouse equivalent dose (mg/kg bw/d) = Adult dose (mg/kg bw/d) × Adult k_m_/Animal k_m_ = 135 × 60/37/3 = 27.75 mg/kg bw/d.

Therefore, the equivalent dose for a mouse was 27.75 mg/kg bw/d. This dose has exhibited cardioprotective efficacy without toxicity in previous studies (Yu et al., 2022). Furthermore, considering that the maximum daily volume of gavage in a mouse is approximately 0.01 mL/g bw, we set the SBP concentration to 2.775 mg/mL. SBP was dissolved in a vehicle containing a 0.5% aqueous sodium carboxymethyl cellulose solution. All animals were administered SBP solution or vehicle via oral gavage for at least seven consecutive days before use.

### 2.4 Modeling and grouping

The left anterior descending coronary artery (LAD) was ligated and recanalized to establish a myocardial I/R injury model. Briefly, mice were anesthetized with 4% isoflurane, and endotracheal intubation was performed and connected to a small animal ventilator with 1.5% isoflurane. An electrocardiogram was used to monitor the mice during the procedure in real-time to ensure that the experimental model was qualified. A left intercostal thoracotomy was performed on mice to induce I/R injury at the fourth intercostal space to expose the heart. For ligation, a 10-0 nylon suture was used to bind the LAD and PE-10 sterile tubes, which can block coronary blood flow and avoid irreversible damage to blood vessels and myocardium. The tube was removed after 30 min of ischemia. Observation (the ventricular anterior wall turns pallor) and electrocardiogram monitoring (ST-T segment elevation) were used to judge the success of coronary artery occlusion, and reversing these effects was a sign of successful reperfusion. The sham group underwent identical operation procedures without LAD ligation and recanalization. Postoperatively, penicillin sodium (80,000 U per mouse) was administered intraperitoneally to prevent postoperative infection. The reperfusion process was continued for 24 h. Both groups were sampled 24 h after reperfusion.

### 2.5 Quality assessment of SBP

Liquid chromatography conditions: The mobile phase was a gradient elution of 0.1% formic acid aqueous solution (C)—acetonitrile (D), with the following program: 0–1 min, 95% C-5% D; 1–6 min, 68% C-32% D; 6–12 min, 45% C-55% D; 12–19 min, 5% C-95% D; 19–22 min, 95% C-5% D. The flow rate was 0.3 mL/min, the column temperature was 45°C, and the injection volume was 3 μL.

Mass spectrometry conditions: The ion source was HESI; positive ion spray voltage: 3.5 kV, negative ion spray voltage: 2.5 kV; auxiliary gas flow rate 12 L/min, sheath gas flow rate 40 L/min, capillary temperature 330°C, auxiliary gas heating temperature 300°C, collision energy (CE) 50 eV. The detection mode was Full MS, with a Full MS resolution of 70,000 and a scan range of m/z 80–1,200: Bufalin, Chenodeoxycholic acid, Cholic acid, Cinnamic acid, Cinnamic aldehyde, Cinobufagin, Deoxycholic acid, Gamabufalin, Ginsenoside Rb1, Ginsenoside Rg1, Ginsenoside Rb2, Ginsenoside Rb3, Ginsenoside Rd, Ginsenoside Re, Ginsenoside Rf, Hyodeoxycholic acid, Ursodeoxycholic acid. (Results are provided by Shanghai Hutchison Pharmaceuticals Co., Ltd., China, Supplementary Table S1, Supplementary Figures S1–11).

### 2.6 Cardiac function measurement

An ultrasound cardiogram (UCG) was performed to evaluate cardiac function in mice. Briefly, mice were anesthetized with 2% isoflurane during UCG detection. A short-axis view of the left ventricle was obtained to measure five continuous cardiac cycles. M-mode tracing was performed to record the left ventricular end-diastolic dimension (LVEDD), left ventricular end-systolic dimension (LVESD), left ventricular diastolic posterior wall thickness, left ventricular end-diastolic volume (LVEDV), and left ventricular end-diastolic volume (LVESV), which were calculated automatically using a computer based on LVEDD and LVESD. Left ventricular ejection fraction (LVEF) = 100% × [(LVEDV–LVESV)/LVEDV].

### 2.7 Enzyme-linked immunosorbent assay

Whole blood was clotted at room temperature for 2 h and centrifuged at 1,500 *g* for 10 min. The lactate dehydrogenase (LDH) and the cardiac troponin I (cTnI) level was measured by enzyme-linked immunosorbent assay (ELISA) kits (Nanjing Jiancheng, Jiangsu, China). According to the manufacturer’s instructions.

### 2.8 Hematoxylin-eosin and Masson’s trichrome staining

The cardiac tissues were fixed in buffered paraformaldehyde and embedded in paraffin for Hematoxylin-Eosin (H&E, Solarbio, Beijing, China) and Masson’s trichrome (Solarbio, Beijing, China) staining. Histological changes in the cardiac tissues of different groups were investigated using H&E and Masson’s trichrome staining of 5 μm thick tissue sections via optical microscopy at 200 and 1,000 μm magnification.

### 2.9 Infarct size measurement

2,3,5-triphenyltetrazolium chloride (TTC, Sigma-Aldrich, United States) staining was used to demarcate non-ischemic area (NIA, red) and area at risk (AAR, white). Briefly, the cardiac tissues were frozen for 20 min at −80°C, then sectioned the tissues into 0.5 mm slices and stained in 2% TTC solution for 15 min avoid to light. The sections were immersed in 4% paraformaldehyde overnight. Image J (National Institutes of Health, United States) was used to calculate the infarct size.

### 2.10 Frozen tissue nuclear dissociation for sNuc-seq

Mice hearts were harvested and frozen after sacrificing them. Frozen tissue samples were cut into pieces <0.5 cm and homogenized using a glass Dounce tissue grinder (Sigma, cat. no. D8938). The tissue was homogenized 25 times with pestle A and 25 times with pestle B in 2 mL of ice-cold nuclei EZ lysis buffer. The sample was then incubated in ice for 5 min with 3 mL of cold EZ lysis buffer. Nuclei were centrifuged at 500 *g* for 5 min at 4°C, washed with 5 mL ice-cold EZ lysis buffer, and incubated on ice for 5 min. After centrifugation, the nuclear pellet was washed with 5 mL nuclei suspension buffer [NSB; consisting of 1% PBS, 0.01% BSA, and 0.1% RNase inhibitor (Clontech, cat. no. 2313A)]. Isolated nuclei were resuspended in 2 mL NSB, filtered through a 35 μm cell strainer (Corning-Falcon, cat. no. 352235) and counted. A final concentration of 1,000 nuclei per μl was used for loading onto a 10x channel.

### 2.11 10x library preparation and sNuc-seq

We used a previously described standard procedure (Yoon et al., 2019). Briefly, beads with a unique molecular identifier (UMI) and cell barcodes were loaded close to saturation such that each cell was paired with a bead in a gel beads-in-emulsion. After exposure to the cell lysis buffer, polyadenylated RNA molecules were hybridized into the beads. Beads were retrieved in a single tube for reverse transcription. For complementary deoxyribonucleic acid (cDNA) synthesis, each cDNA molecule was tagged on the 5′ end (that is, the 3′ end of a messenger RNA transcript) with UMI and a cell label indicating its cell of origin. Briefly, 10× beads were subjected to second-strand cDNA synthesis, adaptor ligation, and universal amplification. Sequencing libraries were prepared using randomly interrupted whole-transcriptome amplification products to enrich the 3′ end of the transcripts linked to the cell barcode and UMI. All remaining procedures, including library construction, were performed according to the standard manufacturer’s protocol (Chromium Single Cell 3ʹ v3). Sequencing libraries were quantified using a High Sensitivity DNA Chip (Agilent) on a Bioanalyzer 2100 and Qubit high-sensitivity DNA Assay (Thermo Fisher Scientific). The libraries were sequenced on NovaSeq6000 (Illumina) using 2 × 150 chemistry.

### 2.12 sNuc-seq data processing

We applied fastp with default parameter filtering the adaptor sequence and removed the low quality reads to achieve the clean data. Then the feature-barcode matrices were obtained by aligning reads to the mouse genome (mm10) using CellRanger v6.1.1.

We applied the down sample analysis among samples sequenced according to the mapped barcoded reads per cell of each sample and finally achieved the aggregated matrix. Cells contained over 200 expressed genes and mitochondria UMI rate below 10% passed the cell quality filtering and mitochondria genes were removed in the expression table. Seurat package (version: 4.0.3, https://satijalab.org/seurat/) was used for cell normalization and regression based on the expression table according to the UMI counts of each sample and percent of mitochondria rate to obtain the scaled data. The fastMNN function (k = 5, d = 50, approximate = TRUE) in the R package scran (v1.12.1) was used to apply the mutual nearest-neighbour method to correct for batch effect among samples.

PCA was constructed based on the scaled data with top 2,000 high variable genes and top 10 principals were used for tSNE construction and UMAP construction. Utilizing graph-based cluster method, we acquired the unsupervised cell cluster result based the PCA top 10 principal and we calculated the marker genes by FindAllMarkers function with wilcox rank sum test algorithm under following criteria:1. lnFC > 0.25; 2. *p*-value < 0.05; 3. min. pct > 0.1. In order to identify the cell type detailed, the clusters of same cell type were selected for re-tSNE analysis, graph-based clustering and marker analysis.

### 2.13 Tissue enrichment quantification for clusters

We used the R_o/e_ ratio to determine the preference of each cluster in the sham, I/R, and SBP groups for different tissues to quantify the degree of tissue enrichment, as previously described (Zhang et al., 2018; Zhang L et al., 2020). R_o/e_ is the ratio of the number of observed cells to the number of cells expected for a particular cell population and tissue. Identifying R_o/e_ can indicate whether cells of a particular cell population are enriched or depleted in a particular tissue, effectively quantifying the tissue preference for cell clusters.

### 2.14 Differential gene expression (DEG) analysis

We used DESeq2 (v. 1.20) to explore the statistical power of the replicates to identify DEGs among the three groups (Love et al., 2014). DEGs with |log2FC| > 0.25 and Q value ≤ 0.05 were significantly different expressed genes. DEGs were analyzed separately for each cluster and subcell type. Hence, we can evaluate the fold change and adjust *p*-value of DEGs between SBP and I/R samples to identify SBP target genes and cell populations.

### 2.15 Function enrichment analysis

Gene ontology (GO) analysis was performed to elucidate the biological implications of unique genes in the significant or representative profiles of DEGs. GO annotations were downloaded from NCBI (http://www.ncbi.nlm.nih.gov/), UniProt (http://www.uniprot.org/), and GO (http://www.geneontology.org/). Fisher’s exact test was applied to identify significant GO categories, and FDR was used to correct *p*-values. According to the Kyoto Encyclopedia of Genes and Genomes database, pathway analysis was used to determine the significant pathways of the differential genes. Fisher’s exact test was used to select the significant pathway, and the *p*-value and FDR defined the significance threshold.

### 2.16 Tissue processing and Visium data genera for ST RNA-seq

The tissue was gently washed with cold PBS, cut into 4–6 mm^3^ pieces, and the cut side was placed into a plastic mold. The OCT-filled mold was snap-frozen in chilled isopentane. The sample was sent for execution, and cryosections were cut at a 10-µm thickness (Leica, cm 1950). Sections were placed on chilled Visium tissue optimization slides (catalog no. 3000394, 10x Genomics) and Visium spatial gene expression slides (catalog no. 2000233, 10x Genomics) and stuck firmly by warming the back of the slide. Tissue sections were fixed in chilled methanol and stained according to the Visium spatial gene expression user guide (catalog no. CG000239 Rev A, 10x Genomics) or Visium spatial tissue optimization user guide (catalog no. CG000238 Rev A, 10x Genomics). The tissue was permeabilized for 20 min for gene expression samples, which was selected as the optimal time based on tissue optimization time-course experiments. Brightfield histological images were obtained using a ×20 objective on a Pannoramic MIDI scanner (3D HISTECH). Raw images were stitched together using pannoramic MIDI and exported as. tiff files using low- and high-resolution settings. Fluorescent images were captured with a TRITC filter using a ×20 objective for tissue optimization.

### 2.17 10x library preparation and ST-seq

Libraries were prepared according to the Visium spatial gene expression user guide (CG000239: https://assets.ctfassets.net/an68im79xiti/3pyXucRaiKWcscXy3cmRHL/a1ba41c 77cbf60366202805ead8f64d7/CG0 00239_VisiumSpatialGeneExpression_UserGuide_Rev_A.pdf). They were loaded at 300 p.m. and sequenced on a NovaSeq 6000 System (Illumina) using a NovaSeq S4 Reagent Kit (200 cycles, catalog no. 20027466, Illumina) at a sequencing depth of approximately 250 400 10 106 read pairs per sample. Sequencing was performed using the following read protocol: read 1, 28 cycles; i7 index read, 10 cycles; i5 index read, 10 cycles; and read 2, 91 cycles.

### 2.18 ST-seq data processing

Raw FASTQ files and histology images were processed using the Space Ranger software v.1.2.2, which uses STAR (Dobin et al., 2013) for genome alignment against the Cell Ranger hg38 reference genome refdata-cellranger-GRCh38-3.0.0, available at http://cf.10xgenomics.com/supp/cell-exp/refdata-cellranger-GRCh38-3.0.0.tar.gz. The per-spot quality metrics were evaluated using the SeuratV4.0 R Bioconductor package. We excluded UMI with fewer than 200 detected spots.

### 2.19 Identification of cell types and subtypes via dimensional reduction and cluster analysis

Gene expression from each voxel was normalized using sctransform (Hafemeister and Satija, 2019) in Seurat, which uses regularized negative binomial models to account for technical artifacts while preserving biological variance. The top 30 principal components were then calculated and used to construct the KNN graph. The Louvain (Blondel et al., 2008) algorithm was used to cluster voxels. The clusters were visualized on a 2-dimensional map produced using UMAP (McInnes et al., 2018). We used the Wilcoxon rank-sum test for each cluster to identify significant DEGs compared with the remaining clusters. SingleR was used to identify cell types.

### 2.20 Statistical analysis

All values are expressed as mean ± standard error of mean (SEM). Unpaired two-tailed student's t tests were used for comparisons between two values. For multiple comparisons between groups of three, one-way ANOVA was used if variances were equal; otherwise, Dunnett’s T3 test was utilized. Values of *p* less than 0.05 were considered statistically significant.

## 3 Results

### 3.1 SBP has a cardioprotective effect on mice with myocardial I/R injury

We first performed the standard experimental procedure on C57BL/6 mice to clarify whether SBP is equally effective in animal experiments as in humans (Figure 1A). Mice were sacrificed for H&E staining, Masson’s staining, and cardiac ultrasound after 24 h postoperatively. Histological analysis of the three groups revealed that the ventricular wall of mice in the I/R group was significantly thinner, with massive cell necrosis and inflammatory cell infiltration, compared to the same location in the sham group. Furthermore, the ventricular walls of mice in the SBP group were thicker, with less pronounced inflammatory infiltration and fibrosis than in the I/R group (Figure 1B). LVEF of the mice was measured using M-mode ultrasonography. After 24 h of reperfusion, LVEF was significantly decreased in the I/R group; however, it was significantly enhanced in the SBP group vs. I/R group (Figures 1C, D). Hence, these results suggest that SBP exerts a protective effect against myocardial I/R injury. Furthermore, there was a significant difference in enzyme activity between SBP-pretreated and I/R mice, as indicated by the difference in serum LDH and cTnI concentrations (Figures 1E, F). Figure 1F showed that the infarct size was significantly higher in the I/R group than in the sham group (I/R: 24.29% ± 3.48% vs. sham: 2.73% ± 0.66%). These results suggested that the I/R model was well established. Of note, pretreatment of SBP could not decrease the infarct size (SBP: 21.60% ± 3.83% vs. I/R: 24.29% ± 3.48%) (Figures 1G, H).

**FIGURE 1:**
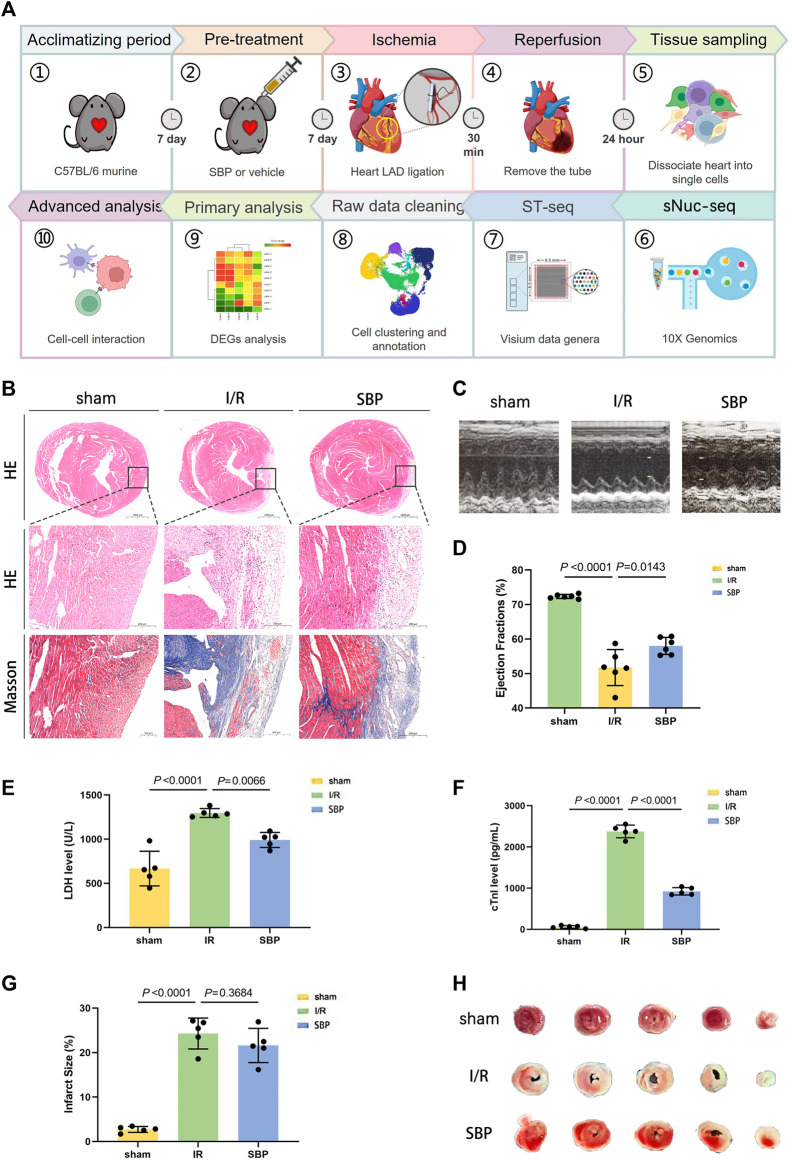
Experiment protocol and SBP cardioprotective effect. **(A)** Schematic representation of the experimental design. C57BL/6 mice were ligated and recanalized with LAD after intragastric administration for 1 week, and cardiac single cells were taken 24 h later for sNuc-seq and ST-seq. **(B)** H&E and Masson’s staining for cardiac tissue pathological sections in each group (Top: H&E staining, the bar equals 1,000 μm, Mid: H&E staining, the bar equals 200 μm, Bottom: Masson’s staining, the bar equals 200 μm). **(C)** M-mode ultrasound detection of left ventricular ejection fraction. **(D)** Quantitative assessment of left ventricular ejection fraction (n = 5, sham: 72.35% ± 0.60%; I/R: 51.74% ± 5.22%; SBP: 58.02% ± 2.48%). **(E)** Mean serum level of LDH was detected by ELISA kit (n = 5, sham: 668.10 ± 196.7 U/L; I/R: 1297.00 ± 50.40 U/L; SBP: 991.4 ± 85.10 U/L). **(F)** Mean serum level of cTnI was detected by ELISA kit (n = 5, sham: 61.54 ± 32.30 pg/mL; I/R: 2377.00 ± 153.40 pg/mL; SBP: 923.90 ± 90.20 pg/mL). **(G)**: Representative images of TTC staining of heart sections. **(H)** Infarct size measurement of cardiac tissues (n = 5, sham: 2.73% ± 0.66%; I/R: 24.29% ± 3.48%; SBP: 21.60% ± 3.83%).

### 3.2 SNuc-seq reveals the landscape of heart in SBP pre-treated mice with I/R

We applied sNuc-seq from sham, I/R, and SBP mice mapping mouse cardiac cells in homeostasis and after I/R at the molecular resolution to better understand the effect of SBP on the composition of cell types and transcriptional patterns in cardiac tissues. We profiled nine samples from nine individuals, with all tissues collected from the part below the ligation. 10× Genomics was used to convert single-cell suspensions of sNuc-seq samples into barcoded libraries. We obtained 75,546 cells after quality control for subsequent analyses (Figure 2A). After quality control, normalization, batch effect correction, and clustering of sequencing data, we referred to several important studies for cell annotation (Hu et al., 2018; Kalucka et al., 2020; Litviňuková et al., 2020). In our study, we found 28 clusters of sequenced cells in cardiac tissues (Figure 2B) and identified all major cell types, including cardiomyocytes, fibroblasts, endothelial cells, macrophages, smooth muscle cells, T cells, and B cells: B cells (Marker: *Cd79a*, *Ms4a1*, and *Cd19*), cardiomyocyte (Marker: *Tnnc2*, *Ttn*, and *Pln*), endothelium (Marker: *Pecam1*, *Cdh5*, and *Npr3*), fibroblast (Marker: *Dcn*, *Fbln1*, and *Col1a2*). Myeloid cells, including macrophage (Marker: *C1qb*, *Adgre1*, and *Ms4a7*), monocyte (Marker: *Vcan*, *Ccr2*, and *Cd14*), neutrophil (Marker: *Csf3r*, *S100a8*, and *Retnlg*), smooth muscle cells (Marker: *Notch3*, *Pdgfrb*, and *Cspg4*) and T cells (Marker: *Cd3e*, *Cd2*, and *Cd3d*) (Figures 2C, D). Gene expression analysis showed distinct patterns of high expression of the 14 transcripts in each of these cell types (Figure 2E). Our findings are consistent with published studies on molecular profiles and cellular composition (Gladka et al., 2018; Farbehi et al., 2019; Zhang et al., 2019). We have attempted to integrate SBP data to establish a new cell landscape that might provide a new research strategy and evidence for the multi-target regulation of SBP.

**FIGURE 2:**
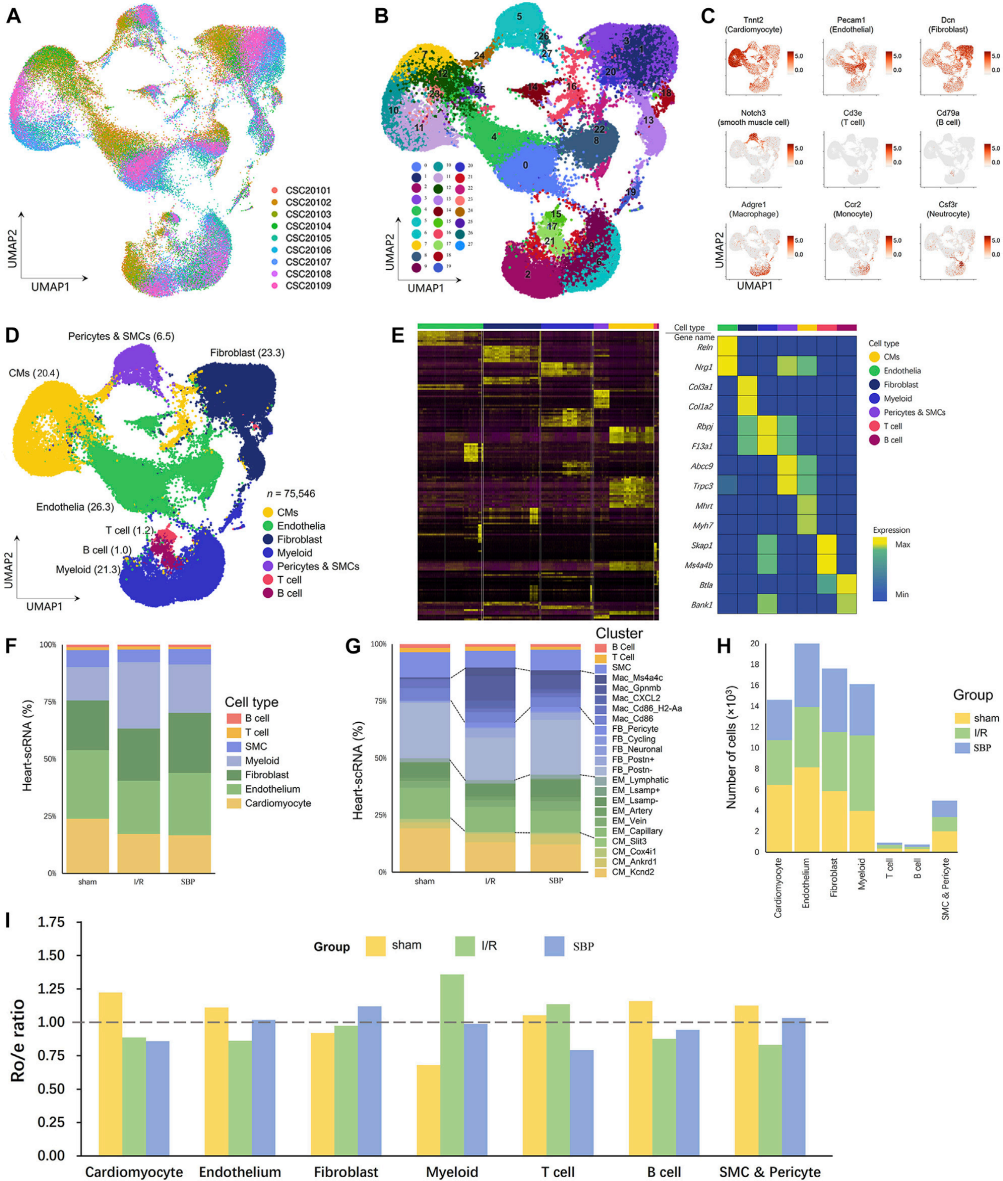
Myocardial I/R induces various changes in cardiac cells. **(A)** UMAP plot of cellular distribution from pooled sNuc-seq data of sham, I/R and SBP group cardiac tissues. (n = 3, CSC20101 - CSC20103: sham group, CSC20104 - CSC20106: I/R group, CSC20107–CSC20109: SBP group). **(B)** UMAP plot of cardiac cell populations (75,546 cells) with different treatments from three groups. Plot is color coded by 28 clusters (0–27). **(C)** UMAP Plot Shows traditional marker genes. **(D)** Eight cell types were annotated: myocardial cells (CM), endothelial cells (EM), fibroblasts (FB), myeloid cells, B cells, T cells, pericytes and smooth muscle cells (SMC) and unknown cells (other cells). **(E)** Heatmap showing log normalized UMIs for sNuc-seq analyses cells. Top and side bars indicate cell types. Highly variable genes for each type of cell are indicated (middle). **(F)** Proportion of cell types relative to total number of cells in each group. **(G)** Proportion of clusters relative to total number of cells in each group. **(H)** cell numbers in each group and each cell type. **(I)** Tissue preference of each cell type. The ratio of observed cell numbers to random expectation calculated by chi-square test (R_o/e_) was used to adjust cell-sampling biases for each sample. y-axis: average R_o/e_ across the 9 samples. R_o/e_> 1 (above the dashed line) indicates enrichment. R_o/e_ of the three groups are showed in different colors. Each bar plot represents one cell type.

### 3.3 SBP changes the cardiac cell composition

The cellular composition of the heart changes under pathological stress (Kehat and Molkentin, 2010), and disease generates new subpopulations of known cell types. We compared sNuc-seq datasets from sham, injured, and SBP-treated hearts to identify the novel molecular mechanism of SBP and depicted the cell abundance in each group and cluster (Figures 2F–H). We used the R_o/e_ ratio to determine the preference of each cell type for the tissue to quantify the extent of tissue enrichment (Figure 2I). Compared with the sham group, the I/R group showed a reduction in the number of myocardial cells, endothelial cells, smooth muscle cells, and B cells. SBP increased the number of endothelial cells and smooth muscle cells, while there was no significant change in the number of myocardial cells and B cells (vs. I/R group). We observed that the count and proportion of fibroblasts, myeloid cells, and T cells increased after the operation, but the effect of SBP was inconsistent for each of them. SBP further increased the proportion of fibroblasts but reduced the changes in myeloid and T cells. This reveals the cell populations targeted by SBP in early reperfusion stages and shows SBP’s potential to alter subpopulations of cell types and re-establish new cellular ecosystems in mouse cardiac tissue.

### 3.4 SBP enhances cardiomyocyte function

We observed that SBP does not prevent cardiomyocyte loss. However, UCG and UMAP suggested cardiomyocyte heterogeneity in the SBP group. We extracted cardiomyocytes into nine new clusters (Figures 3A, B), followed by the marker gene, and merged these clusters into four cell subgroups, including CM_Kcnd2, CM_Ankrd1, CM_Cox4i1, and CM_Slit3 to further explore the source of these differences (Figures 3C, D). SBP showed a significant preference for CM_Ankrd1 and CM_ Slit3 (Figures 3E, F). Our differential analysis of total cardiomyocytes and cardiomyocyte subgroups revealed that SBP is mainly associated with hypertrophy and cardiac remodeling (*Myh7*, *Mhrt*, *Pdlim3*, *Actc1*, *Tpm1*, *Pkig*, *Zbtb16*); energy metabolism (*Pdk4*), inflammation (*Saa3*, *Fkbp5*), angiogenesis (*Ntn1*), regulation of aldosterone (*Cnksr3*), myocardial cell-mediated fibrosis (*Robo1*, *Col3a1*), regulation of ion channels (*Hcn1*, *Kcnip2*), and cell proliferation (*Sema6d*, *Hdgfl3*) (Figure 3G), CM_Slit3 might play roles in fibrosis and cardiac development by Slit3-Robo1 axis (Medioni et al., 2010; Gong et al., 2020), however, the function of CM_Slit3 needs further study. GO and Kyoto Encyclopedia of Genes and Genomes enrichment analyses were performed to identify the main biological functions and key pathways of the subgroups (Figure 3H). The upregulated genes were mainly enriched in cardiac hypertrophy, myocardial contraction, and myocardial contractile structures, while downregulated genes were mainly enriched in focal adhesion, autophagy, apoptosis, and the PI3K-AKT signaling pathway (SBP vs. I/R). In addition, we imported DEGs from the I/R group (I/R vs. sham) and the SBP group (SBP vs. I/R) into the upset plot to understand the relationship between SBP and DEGs, SBP regulated a total of 161 genes, of which 75 were reversed and 27 were further modulated. Additionally, 607 genes were unaffected by SBP, while 59 genes remained independent of the disease state (Figure 3I, Supplementary Table S3). We focused on 75 reversed genes and 27 genes amplified using SBP. Figure 3I shows that the expression of the *Nppb* gene is upregulated during the I/R process, and further upregulated by SBP. The *Nppb* gene encodes the BNP protein, so we mapped *Nppb* to its spatial location (Figure 3J). 

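The spatial data are Visium libraries, in which a cryosection lies on a slide of barcoded capture spots and each spot records the transcripts of the small piece of tissue above it, so that a spot can hold several cells of different types. The files hold 1 section per condition, from a sham mouse, an I/R mouse and an SBP mouse. Ischemia lasted 30 min and was followed by 24 h of reperfusion, and SBP, a pill of traditional Chinese medicine, was given at 27.75 mg/kg per day for 7 days before the operation. The authors deposited unnormalized counts of unique molecular identifiers (UMIs) for 32285 mouse genes in the spots over tissue. The file headers name Space Ranger 1.3.0, while the paper names another version and a human reference, although the gene identifiers in the files are those of mouse. Of these identifiers, 32158 were found in the GENCODE M21 annotation of the mouse genome GRCm38, from which the gene positions are taken. The sham section had 2237 spots, the I/R section 2083 and the SBP section 1962. Spots with fewer than 200 detected genes were left out, which removed 3, 1 and 2 spots, in that order. The paper words its own filter as the exclusion of UMIs with fewer than 200 detected spots. The kept spots held 25118258 UMIs in sham, 30238530 in I/R and 21631280 in SBP, and the median per spot was 10645 in sham, 14672 in I/R and 10653 in SBP. Genes of the mitochondrial genome took 48.6% of the UMIs in sham, 44.3% in I/R and 46.3% in SBP. The level of a gene was its UMIs summed over spots per 1000000 UMIs (CPM). Spot positions were not used here, and spots were grouped by Ankrd1, the marker by which Supplementary Figure 14 separates infarct from non-infarct areas. For this grouping each spot was thinned at random to 6500 UMIs, which left out 132 shallower spots in sham, 202 in I/R and 213 in SBP. In I/R and SBP the left-out spots held more Vim and Nppb per UMI than the thinned spots. The grouping thus misses part of the tissue rich in these genes. A spot with at least 19 UMIs of Ankrd1 after thinning, a number that at most 5% of the sham spots reach, was called Ankrd1-high. With 1 section per condition there is no replicate and no test between conditions. All 95% intervals, exact Poisson for UMI sums, exact binomial for shares and exact conditional binomial for ratios, cover counting error only.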

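Nppb (ENSMUSG00000029019) lies on chromosome 4 of GRCm38, from 147985788 to 147987205 on the plus strand. In the I/R section its level was 1233 CPM in Ankrd1-high spots (95% interval 1208 to 1259) and 261 CPM in the other spots (254 to 267), a log2 ratio of 2.24 (2.19 to 2.29). Ankrd1-high spots held 60.6% of the Nppb UMIs and 24.6% of all UMIs of the I/R spots deep enough to be thinned. In the SBP section the level was 615 CPM in Ankrd1-high spots (589 to 642) and 110 CPM in the other spots (105 to 115), a log2 ratio of 2.48 (2.39 to 2.57). Of the UMIs in its spots deep enough to be thinned, 52.1% of those of Nppb and 16.3% of all were in Ankrd1-high spots. In the sham section, which had no ischemia, the log2 ratio was 1.20 (1.04 to 1.35). Ranked by this ratio among genes with at least 200 UMIs, Nppb came 2nd of 8072 in I/R, 1st of 6364 in SBP and 170th of 6660 in sham. Of the alternatives, setting the region by a list of injury genes in place of Ankrd1 moved the ratio most in SBP, to 1.54.

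**Figure D1:**
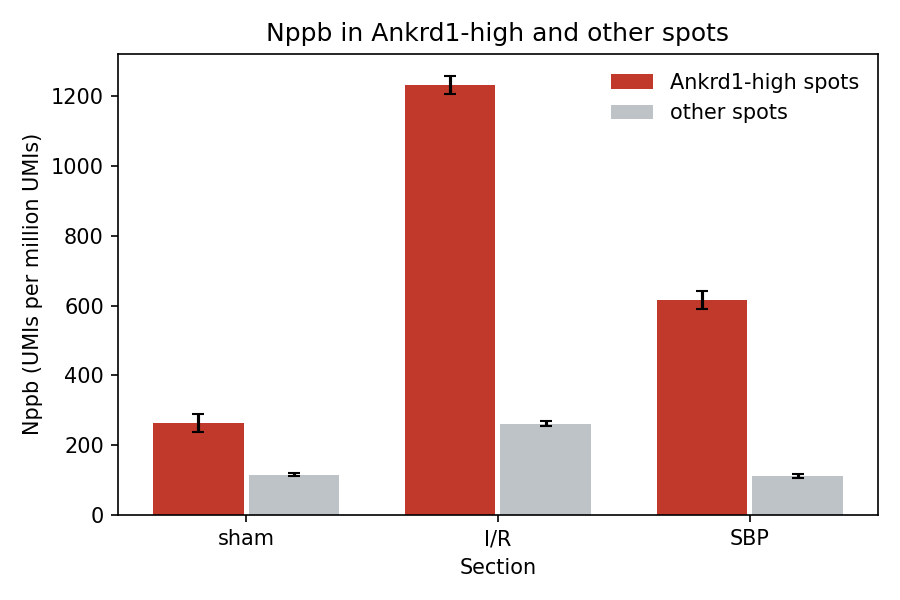
Nppb level in Ankrd1-high spots (red) and other spots (grey) of the sham, I/R and SBP sections, in CPM. Error bars are exact Poisson 95% intervals of the UMI sums and cover counting error only, with 1 section per condition. The highest bar is 1233 CPM, in the Ankrd1-high spots of the I/R section.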

The expression of *Nppb* gene is mainly concentrated in the infarction area, BNP can inhibit cardiac remodeling and reduce cardiac load. These results suggested that SBP may play a cardioprotective role by promoting BNP secretion. In addition, SBP regulates 59 disease-independent genes, which warrants further studies. In conclusion, SBP could increase the LVEF (Figures 1C, D), DEGs and enrichment analysis highlighted strong upregulation of SBP with myocardial contraction. These data suggested that although SBP did not reduce the loss of cardiomyocytes, it might have a myocardial protective effect by enhancing the function of cardiomyocytes.

**FIGURE 3:**
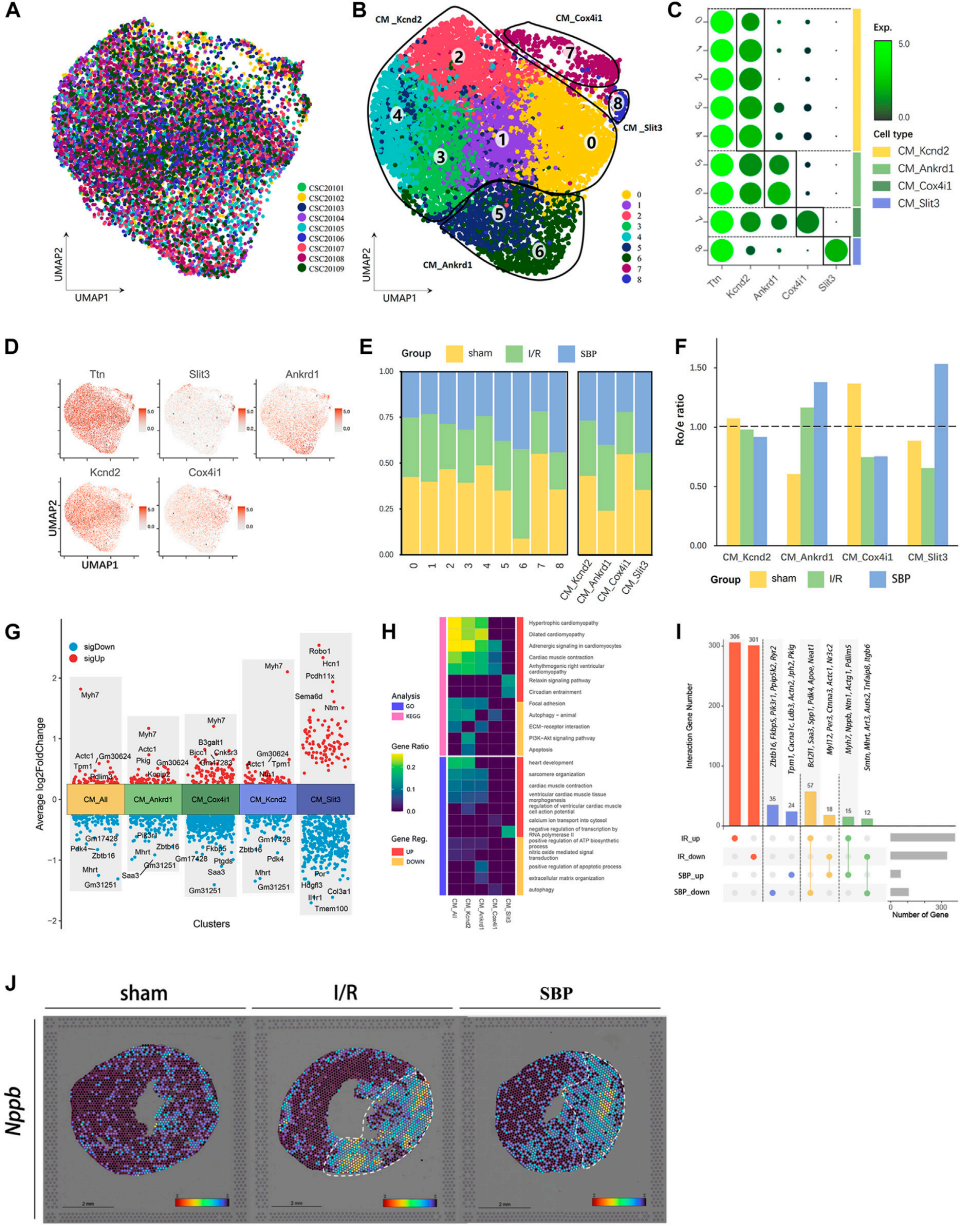
Single-cell characterization of cardiomyocyte in each group. **(A)** UMAP plot of cardiomyocyte distribution from pooled sNuc-seq data of each group tissues. **(B)** UMAP plot of cardiomyocyte populations with different treatments from three groups. Plot is color coded by nine clusters (0–8). **(C)** Dot plot showing fold-change (green to black) of marker genes associated with cell types and clusters. **(D)** UMAP Plot Shows marker genes. **(E)** Proportion and cell numbers of cell types and clusters relative to total number of cardiomyocytes in each group. **(F)** R_o/e_ shows tissue preference of each cell type in each group. **(G)** Differential gene analysis showing up and downregulated genes across four clusters and all cardiomyocytes (Y-axis: Average log2FoldChange, red: upregulated genes, blue: downregulated genes). **(H)** Heatmap plot shows the functional enrichment analysis of Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) on differential genes across each cluster and whole cells (SBP vs. I/R, Pink: KEGG, Blue: GO, Red: upregulated genes, Yellow: downregulated genes). **(I)** Upset plot describes different roles and target genes of SBP in the regulation of cardiomyocytes after myocardial I/R injury. The DEGs were partially listed in the plot (Red: Ineffective targets of SBP in I/R, Blue: I/R-independent targets, Yellow: Genes reversed by SBP, Green: Genes were further amplified by SBP). **(J)** Spatial transcriptome data predicted the spatial location of *Nppb* on heart sections.

### 3.5 SBP promotes endocardial-mediated angiogenesis

Current mainstream studies suggest that the cardioprotective effect of SBP is mainly mediated by endothelial cells (Wang et al., 2021). In this study, 13,463 cells with endothelial characteristics were captured. We distinguished these cells into 12 clusters (Figures 4A, B) and annotated them using marker genes as capillary endothelial cells (EM_capillary), venous endothelial cells (EM_vein), arterial endothelial cells (EM_artery), lymphatic endothelial cells (EM_lymphatic), Lsmap^+^ endocardial cells (EM_ Lsamp^+^), and Lsmap^−^ endocardial cells (EM_Lsmap^−^) (Figures 4C, D). We discovered that the endothelial environment had changed 24 h after reperfusion, with SBP contributing to a decrease in capillaries and an increase in endocardial cells, whereas other cells did not change significantly (Figures 4E, F). Angiogenesis is a key part of the pathological process. Endothelial cells can be induced to proliferate and ensure blood and oxygen supply to the organ by stimulating molecules and signaling pathways in the pro-angiogenic process, thus accelerating injury repair (Sun et al., 2018). Our differential analysis of total endothelial cells and endothelium subgroups revealed that SBP is mainly associated with angiogenesis (*Ccn1*, *Arap3*, *Vegfc*, *Igfbp7*), cell proliferation and migration (*Egr1*, *Cdkn1a*, *Ldb2*, *Pdlim1*, *Kif26b*), lipid metabolism (*Egr1*, *Alox12*), cell death (*S100a8*, *Cp*), vascular permeability (*Msn*), inflammation (*Fkbp5*, *Saa3*, *Grn*, *Icam1*), statin transport (*Slco2b1*), and cardiac remodeling (*Spp1*, *Myh7*, *Slc6a6*, *Nr3c1*, *Airn*, *Gls*) (Figure 4G). Notably, SBP significantly upregulated endocardial-mediated angiogenesis (Figure 4H). In addition, we imported DEGs from the I/R group (I/R vs. sham) and the SBP group (SBP vs. I/R) into the upset plot to understand the relationship between SBP and DEGs, SBP regulated a total of 229 genes, of which 140 were reversed and 15 were further modulated. Additionally, 521 genes were unaffected by SBP, while 74 genes remained independent of the disease state (Figure 4I; Supplementary Table S4). In the spatial transcriptome sections, we discovered that *Npr3* expression gradually extended from the endocardium to the infarct area endocardial cells in the SBP group, but not in the I/R group (Figure 4J). These results suggest that SBP exerts a specific regulatory effect on the endocardium. 

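Npr3 (ENSMUSG00000022206) lies on chromosome 15 of GRCm38, from 11839896 to 11907287 on the minus strand. In the SBP section its level was 5.94 CPM in Ankrd1-high spots (95% interval 3.63 to 9.17) and 12.0 CPM in the other spots (10.5 to 13.8). The log2 ratio of Ankrd1-high over other spots was -1.02 (-1.76 to -0.35), and Npr3 ranked 6327th of 6364 genes by it. Ratio and rank rest on 20 UMIs in Ankrd1-high spots and 208 in the other spots, so the rank is uncertain. In the I/R section the level was 2.78 CPM in Ankrd1-high spots (1.70 to 4.29) and 3.84 CPM in the other spots (3.07 to 4.75), a log2 ratio of -0.47 whose interval includes 0 (-1.25 to 0.25). Ankrd1-high spots held 8.77% of the Npr3 UMIs of the spots deep enough to be thinned in SBP and 19.1% in I/R. With Otsu's threshold for Ankrd1 over the pooled spots, which called more spots high, the log2 ratio in SBP was 0.22. Spots were grouped by Ankrd1 and not by their distance from the endocardium.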

Our study reports, for the first time, the effect of SBP on different endothelial cells, especially endocardial cells.

**FIGURE 4:**
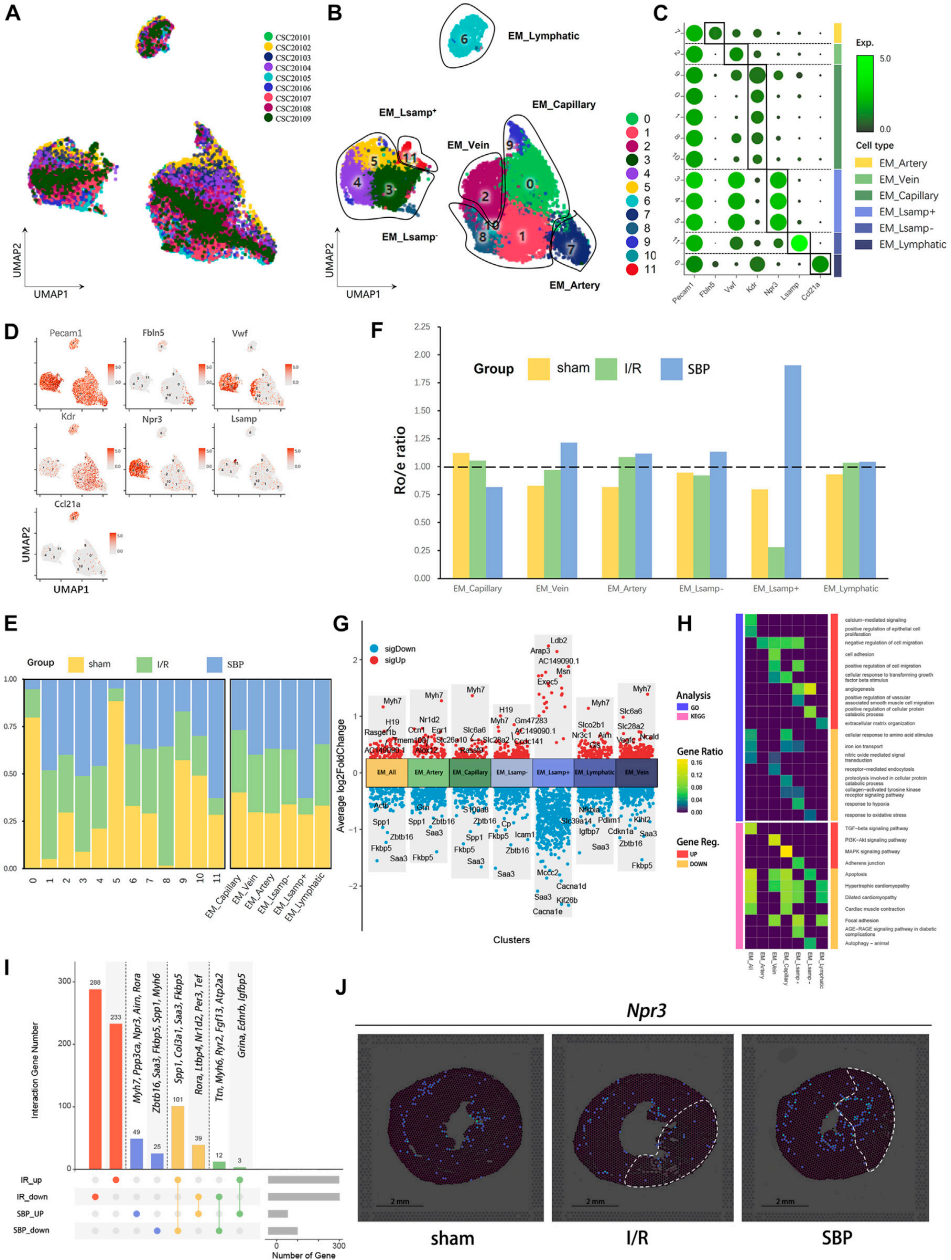
Single-cell characterization of endothelia cells in each group. **(A)** UMAP plot of endothelia cells distribution from pooled sNuc-seq data of each group tissues. **(B)** UMAP plot of endothelia cell populations with different treatments from three groups. Plot is color coded by 12 clusters (0–11). **(C)** Dot plot showing fold-change (green to black) of marker genes associated with cell types and clusters. **(D)** UMAP Plot Shows marker genes. **(E)** Proportion and cell numbers of cell types and clusters relative to total number of endothelia cells in each group. **(F)** R_o/e_ shows tissue preference of each cell type in each group. **(G)** Differential gene expression analysis showing up and downregulated genes across four clusters and all cardiomyocytes (Y-axis: Average log2FoldChange, red: upregulated genes, blue: downregulated genes). **(H)** Heatmap plot shows the functional enrichment analysis of GO and KEGG on differential genes across each cluster and whole cells (SBP vs. I/R). **(I)** Upset plot describes different roles and target genes of SBP in the regulation of endothelia cells after myocardial I/R injury. **(J)** Spatial transcriptome data predicted the spatial location of endocardium (*Npr3*) on heart sections.

### 3.6 Effect of SBP on fibroblast during I/R

Fibrosis is a common feature of cardiac pathological remodeling after injury. Fibroblasts proliferate and differentiate into myofibroblasts after myocardial injury, express smooth muscle actin, secrete collagen, and participate in tissue repair (Souders et al., 2009). In our study, approximately 1/4 of the cells were fibroblasts (Figure 2H). Based on marker gene characterization, we classified fibroblasts into 12 clusters and 5 cell types: postn^+^ fibroblasts (FB_Postn^+^), postn^−^ fibroblasts (FB_Postn^−^), postn^+^ cycling fibroblasts (FB_Cycling), pericyte-like fibroblasts (FB_Pericyte), and Neuronal-like fibroblasts (FB_Neuronal) (Figures 5A–D). We discovered almost no expression of *Postn* in the sham group, whereas some cells showed Postn characteristics in the I/R group (Figure 5E). *Postn* encodes a secreted extracellular matrix protein that plays a vital role in tissue development, regeneration, including wound healing, and ventricular remodeling following myocardial infarction, as well as being involved in extracellular matrix response. It has been shown that FB_Postn^+^ cells promoted scar formation and myocardial remodeling following myocardial infarction (Oka et al., 2007). In addition, the R_o/e_ plot showed a preference for Postn^+^ cells in the I/R group compared to the SBP group (Figure 5F), SBP might alleviate cardiac fibrosis after I/R injury by reducing the number of FB_Postn^+^ cells. Our differential analysis of total fibroblasts and fibroblast subgroups revealed that SBP is mainly associated with cardiac remodeling (*Erg1*, *Zbtb16*, *Myh7*, *Nr3c2*, *Serpina3n*, *Rnf4*, *Sgcd*, *Rbfox1*, *Spp1*), cell migration and proliferation (*Pappa*, *Mid2*, *Colec12*, *Kalrn*, *Csmd1*, *Kif26b*), cell death (*Enpp2*, *Mdm2*), cell contraction (*C7*), and cardiac development (*Aldh1a2*, *Adamts15*) (Figure 5G). Enrichment analysis of DEGs revealed that SBP negatively regulated cell proliferation and the TGF-β signaling pathway, and significantly upregulating the PI3K-Akt signaling pathway (Figure 5H). SBP regulated a total of 295 genes, of which 216 were reversed and 11 were further modulated. Additionally, 757 genes were unaffected by SBP, while 68 genes remained independent of the disease state (Figure 5I; Supplementary Table S5). We labeled myofibroblasts and fibroblasts with *Acta2* and *Vim*, respectively to verify our results, and discovered that *Acta2* expression was higher in the infarct and border areas of the I/R group (Figure 5J). These results indicated that fibroblasts were activated after I/R, and SBP inhibited fibroblasts activation and proliferation.

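Acta2 (ENSMUSG00000035783) lies on chromosome 19 of GRCm38, from 34241090 to 34255590, and Vim (ENSMUSG00000026728) on chromosome 2, from 13573927 to 13582826. In Ankrd1-high spots the level of Acta2 was 189 CPM in I/R (95% interval 179 to 200) and 85.5 CPM in SBP (76.0 to 96.0), a log2 ratio SBP over I/R of -1.15 (-1.33 to -0.96). In the other spots it was 157 CPM in I/R (152 to 162) and 78.2 CPM in SBP (74.1 to 82.5). Acta2 was thus lower in SBP in both kinds of spots, and within the I/R section it was higher in Ankrd1-high than in other spots by a log2 ratio of 0.27 (0.18 to 0.36). Within the SBP section the ratio was 0.13, with an interval that includes 0 (-0.06 to 0.31). By this ratio Acta2 ranked 4217th of 8072 genes in I/R and 3644th of 6364 in SBP, near the middle of all genes ranked. The ratio depended on how the region was set. With a list of injury genes in place of Ankrd1 the ratio was 2.01 in I/R and 1.49 in SBP, the highest of the alternatives. The lowest in I/R was 0.094, with the threshold that at most 10% of sham spots reach. The lowest in SBP was -0.31, after thinning to 1000 UMIs. In the sham section Acta2 reached 307 CPM in the few Ankrd1-high spots (281 to 336) and 252 CPM in the other spots (246 to 259). Vim was at 686 CPM in Ankrd1-high spots of I/R (667 to 705) and 402 CPM in those of SBP (381 to 424). Its log2 ratio of Ankrd1-high over other spots was 0.87 in I/R (0.82 to 0.92) and 0.86 in SBP (0.77 to 0.95). In the sham section, which had no ischemia, this ratio of Vim was higher, at 1.09 (0.96 to 1.23). The paper made these maps to check its results on fibroblasts, and from these results it infers that fibroblasts were activated after I/R and that SBP inhibited their activation and proliferation.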

**FIGURE 5:**
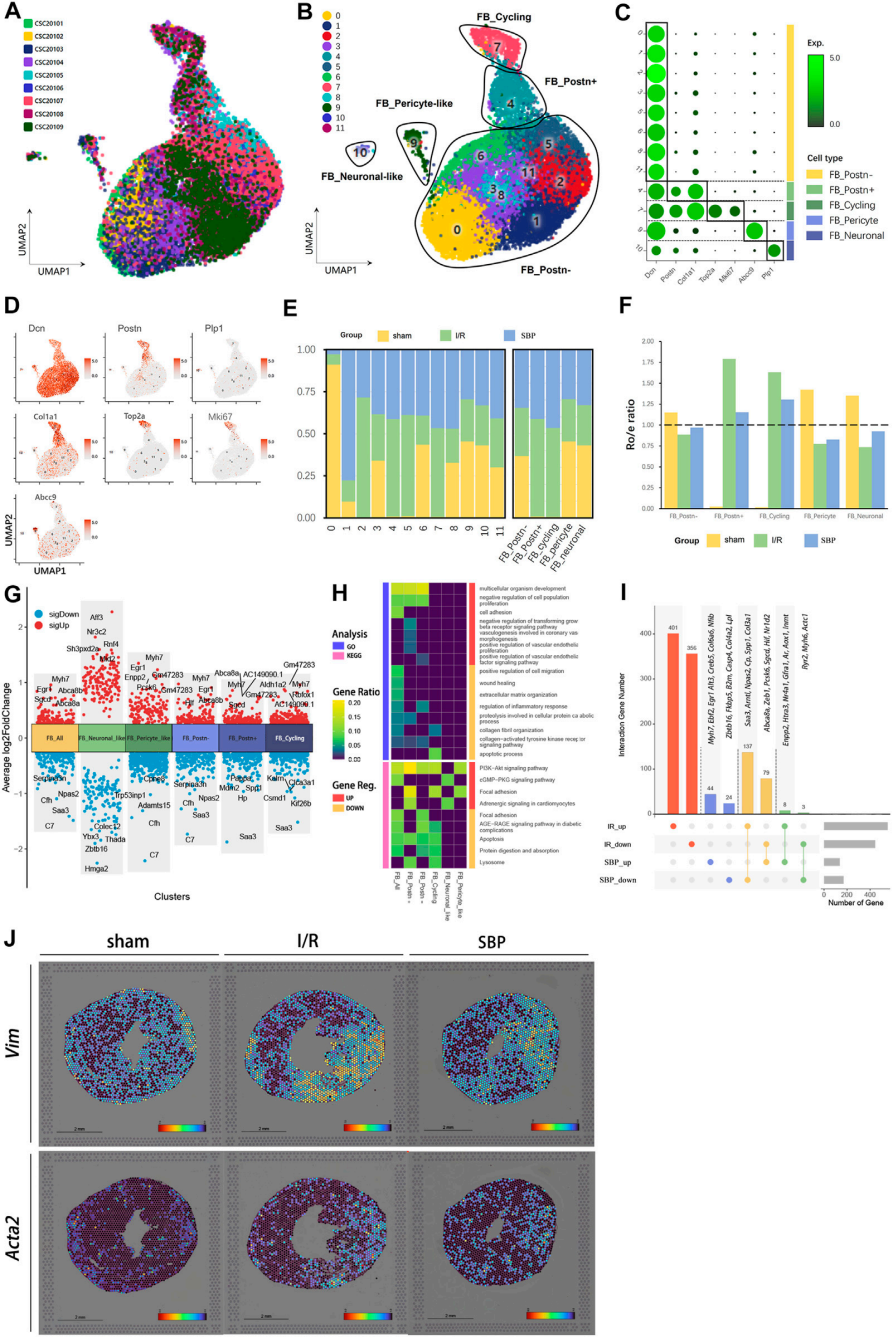
Single-cell characterization of fibroblasts in each group. **(A)** UMAP plot of fibroblasts distribution from pooled sNuc-seq data of each group tissues. **(B)** UMAP plot of fibroblast populations with different treatments from three groups. Plot is color coded by 12 clusters (0–11). **(C)** Dot plot showing fold-change (green to black) of marker genes associated with cell types and clusters. **(D)** UMAP Plot Shows marker genes. **(E)** Proportion and cell numbers of cell types and clusters relative to total number of fibroblasts in each group. **(F)** R_o/e_ shows tissue preference of each cell type in each group. **(G)** Differential gene expression analysis showing up and downregulated genes across four clusters and all fibroblasts (Y-axis: Average log2FoldChange, red: upregulated genes, blue: downregulated genes). **(H)** Heatmap plot shows the functional enrichment analysis of GO and KEGG on differential genes across each cluster and whole cells (SBP vs. I/R). **(I)** Upset plot describes different roles and target genes of SBP in the regulation of fibroblasts after myocardial I/R injury. **(J)** Spatial transcriptome data predicted the spatial location of fibroblasts (*Vim*) and myofibroblasts (*Acta2*) on heart sections.

### 3.7 Effect of SBP on macrophage during I/R

Researchers have discovered that immune cell regulation in the heart is a highly complex network (Litviňuková et al., 2020), in which recruiting circulating immune cells are involved in cardiac remodeling, inflammatory reactions, self-repair, activating immune responses, and cell-cell interactions. Macrophages are crucial in maintaining myocardial homeostasis under normal conditions and tissue repair after injury (Ma et al., 2018). We found many highly variable genes in macrophages; therefore, we classified macrophages into 20 clusters (Figure 6A), demonstrating that macrophages are more heterogeneous. Subsequently, we merged all six clusters into six subgroups: Mac_Cd86, Mac_H2-Aa, Mac_CXCL2, Mac_Gpnmb, Mac_Ms4a4c, and Mac_Cycling (Figures 6B, C). All I/R-dominant macrophage subpopulations showed a decrease because of the effect of SBP (Figures 6D, E). Our differential analysis of total macrophages and macrophage subgroups revealed that SBP is mainly associated with polarization (*Cd163*, *Mef2c*, *Xylt1*), immune regulation (*Bank1*, *Fn1*, *Ryr2*, *Plxna4*, *Selenop*, *Plaur*), cardiac remodeling (*Cd74*, *Fam129b*, *Myh7*, *Morrbid*), cell migration and proliferation (*Fgr*, *Rasgrp3*, *Bcar3*, *Cdk14*, *Ccnd3*), inflammation (*Zbtb16*, *Ikbke*, *Saa3*, *Cd38*), and cell death (*Fbxl5*, *Ly86*) (Figure 6F). Functional enrichment showed that sham-dominant Mac_Cd86 was partially derived from peripheral monocytes, and many anti-inflammatory dominant M2 macrophages and pro-inflammatory-dominant M1 macrophages appeared after 24 h of reperfusion. However, M1 and M2 macrophages were mixed in different subpopulations, which were more difficult to distinguish using a simple marker (Figure 6G). We analyzed the cell-cell communication network to investigate the potential role of SBP in I/R. We discovered that myeloid cells were the most active cell type in the entire network and were involved in all cellular biological processes through autocrine and paracrine signaling. Fibroblasts, endothelial cells, and cardiomyocytes formed a bidirectional closed-loop; hence, neogenesis of endothelial cells or the altered contractility of cardiomyocytes were independent of each other (Figure 6H). In addition, we evaluated the signaling pathways in the SBP group (Figure 6I) and observed that cardiomyocytes were the major cells of outgoing signals, while endothelial cells received incoming signals. SPP1 signals from myeloid cells have an effect on almost all cells, except B cells. This indicates that the entire cellular regulatory network is extremely complex. We compared the number of ligand-receptor pairs for each cell type and subgroup in I/R and SBP groups. The heatmap plot revealed that several cell types exhibited increased or decreased cell-cell communication with themselves (autocrine) and with other lineages (paracrine) after SBP treatment (Figure 6J), especially FB_Postn^+^ and Mac_CXCL2. Therefore, we suggest that SBP may play a role in regulating the cellular microenvironment.

**FIGURE 6:**
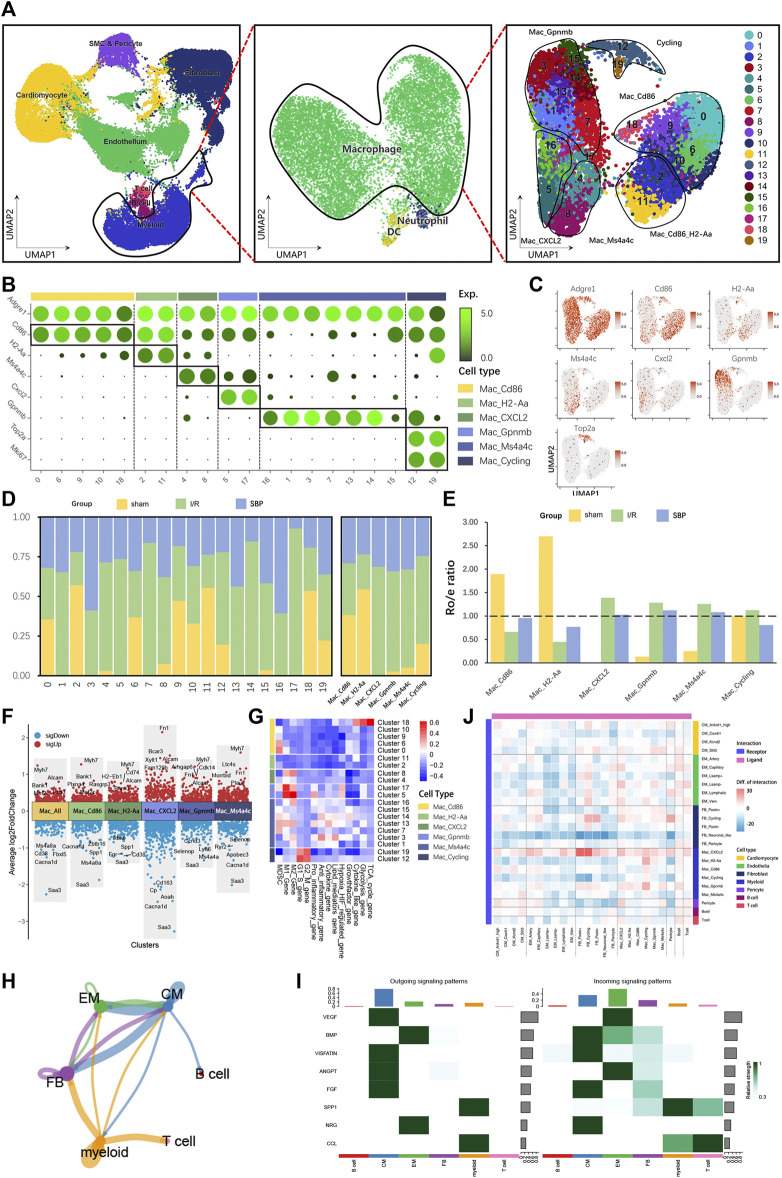
Single-cell characterization of macrophages in each group. **(A)** UMAP plot of macrophage populations with different treatments from three groups. Macrophages are extracted from myeloid cells. Plot is color coded by 20 clusters (0–19). **(B)** Dot plot showing fold-change (green to black) of marker genes associated with cell types and clusters. **(C)** UMAP Plot Shows marker genes. **(D)** Proportion and cell numbers of cell types and clusters relative to total number of macrophages in each group. **(E)** R_o/e_ shows tissue preference of each cell type in each group. **(F)** Differential gene expression analysis showing up and downregulated genes across four clusters and all macrophages (Y-axis: Average log2FoldChange, red: upregulated genes, blue: downregulated genes). **(G)** Heatmap plot showing the major functional enrichment of macrophage subgroups. **(H)** Cell-aggregated communication network: arrows represent the direction of action, colors represent the source (blue: cardiomyocytes, green: endothelial cells, purple: fibroblasts, yellow: myeloid cells), A to A autocrine, A to B paracrine, the size of the points represents the number of cells, and the thickness of the lines represents the communication intensity. **(I)** Heatmap showing the contribution of signaling pathways to cell types in terms of outgoing or incoming signaling. The color bar (right) represents the relative signaling strength of a signaling pathway across cell types (values are row-scaled). The colored bar plot (top) shows the total signaling strength of a cell types by summarizing all signaling pathways displayed in the heatmap. The right grey bar plot shows the total signaling strength of a signaling pathway by summarizing all cell types displayed in the heatmap. The y-axis represents the signaling pathway. **(J)** Heatmap plot showing the intracellular interactions for all clusters between SBP and I/R group. The difference is the number of interaction subtracted from SBP and I/R group, with red indicating enhanced interactions and blue indicating diminished interactions (Pink: As ligand, Blue-purple: As receptor).

## 4 Discussion

The pathophysiological mechanisms underlying I/R injury are complex, and the clinical safety of drugs for I/R requires improvement. The development and research of new drugs and their clinical application entail a prolonged process. TCM has better application prospects in treating complex diseases because it has multicomponent, multi-target, and multi-signaling pathways. SBP was processed from seven medicinal materials. SBP is a traditional Chinese medicine composed of seven herbal ingredients, including artificial musk, ginseng extract, artificial bezoar, cinnamon, mosla herb, toad venom, and borneol. Currently, over 110 compounds have been detected in SBP, with 11 active ingredients (Lv et al., 2017) and four blood components (Chang et al., 2014) quantified. Multiple chemical components, such as ginsenosides Rb2 and Rg3, cinnamaldehyde, and borneol, have been proven to have cardioprotective effects. Over 40 years of clinical application has shown that it is safe and effective and is recommended for use in CAD and ACS by the clinical application of the Chinese Coronary Heart Disease Association guidelines. Therefore, we selected the anterior descending branch ligation and recanalization model to simulate patients with percutaneous coronary intervention recanalization after MI and pre-treated the mice with SBP to explore the role and mechanism of SBP in reducing myocardial I/R injury. SNuc-seq and ST-seq provide an important basis for further studies on SBP and its novel therapeutic targets.

Cardiomyocytes are important components of the heart and are responsible for contraction and pumping of blood. Myocardial I/R result in significant myocardial cell death and a deterioration in cardiac function. Therefore, reducing the rate of cardiomyocyte death is crucial. We examined whether SBP could attenuate I/R-induced damage to cardiomyocytes. Unfortunately, no significant difference in the percentage of cardiomyocytes was observed between the SBP and I/R groups, suggesting that SBP did not reduce cardiomyocyte death in the early stages. The infarct size demarcated by TTC staining manifested a declining trend when comparing the SBP group with the I/R group (I/R: 24.29% ± 3.48%; SBP: 21.60% ± 3.83%). Meanwhile, ST-seq showed that SBP reduced the area of infarction in the infarction size (SBP: 15% vs. I/R: 27%). 

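Of the spots deep enough to be thinned, 401 of 1880 in the I/R section were Ankrd1-high, a share of 21.3% of spots (exact binomial 95% interval 19.5% to 23.3%). In the SBP section 258 of 1747 spots were Ankrd1-high, a share of 14.8% (13.1% to 16.5%). The sham section, on which the threshold was set, had 94 of 2102, a share of 4.47% (3.63% to 5.45%). The share was lower in SBP than in I/R by more than the counting intervals, with 1 section of each. Over 20 random draws of the thinning, with the threshold set anew in each, it was 19 UMIs in 19 draws, in which the share ran from 20.7% to 22.2% in I/R and from 14.5% to 15.6% in SBP. In 1 draw it was 18 UMIs, and the shares were 23.4% in I/R and 16.5% in SBP. With the shallower spots included, Ankrd1 per 10000 UMIs in unthinned spots gave 23.0% in I/R and 16.6% in SBP. The choice of threshold moved the shares most, and Otsu's threshold over the pooled spots gave 57.4% in I/R and 49.3% in SBP.

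**Figure D2:**
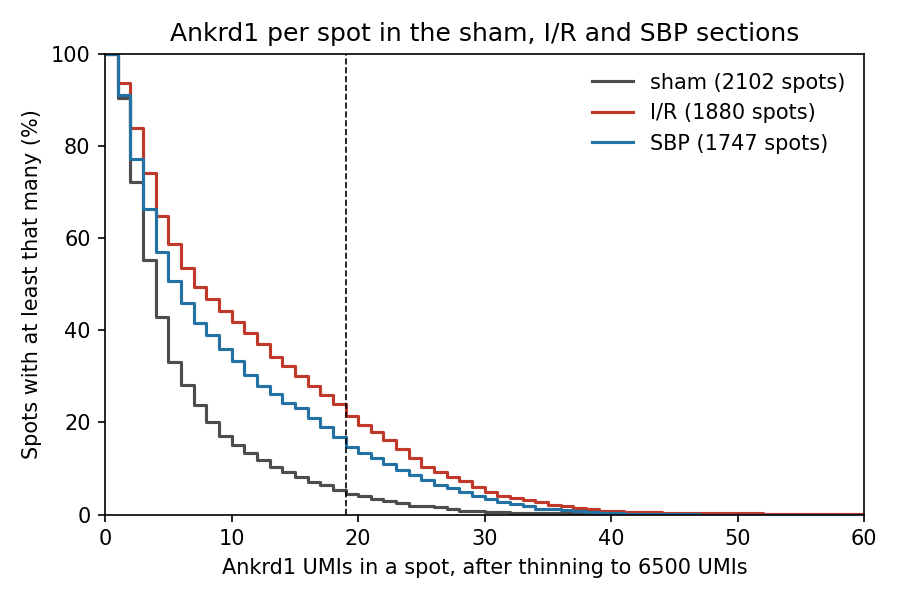
Share of spots (vertical axis, percent) with at least a given number of Ankrd1 UMIs after thinning to 6500 UMIs (horizontal axis) in the sham, I/R and SBP sections, 1 section each. The dashed line marks 19 UMIs, where the shares are 4.47% in sham, 21.3% in I/R and 14.8% in SBP.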

Albeit this intriguing tendency, a statistically significant distinction between the two cohorts was absent. The underlying rationale for this phenomenon could be ascribed to the suboptimal sensitivity of TTC staining in infarction size detecting (Ito et al., 1997). Some clinical studies (Qin et al., 2021; Wei et al., 2021) have found that SBP increased LVEF and decreases BNP levels. However, our study results were not entirely consistent with this finding. In our study, the pre-treatment of SBP in mice resulted in further upregulation of the BNP encoding gene after I/R for 24 h. We believed that the reason for this difference might be due to differences in transcription and protein levels. In addition, differences in drug dosage, observation time, treatment strategies, and mechanisms, such as acute I/R and long-term myocardial infarction, may also be factors. Differential gene analysis showed that SBP upregulates the expression of genes related to myocardial contraction and hypertrophy, which was confirmed in UCG and pathology. We know that *Myh7*, *Actc1*, *Tpm1*, and *Pdlim3* are known hypertrophic regulatory genes (Cirino and Ho, 1993), SBP could upregulate the expression of these genes. Interestingly, *Mhrt* is a newly discovered long non-coding RNA which could negatively regulate the expression of *Myh7* (Han et al., 2014). We found that SBP downregulated the expression of *Mhrt* and upregulated the expression of *Myh7*. These results were both consistent and suggested that SBP might promote compensatory hypertrophy of cardiomyocytes and increase cardiac output and contraction to alleviate I/R damage in the early stage through the regulation of hypertrophic-related gene expression, which is beneficial (Burchfield et al., 2013). Furthermore, we found that SBP significantly upregulated the expression of *Nppb* in the infarct and border areas, which we know that BNP was released in large amounts under pressure load and protected the heart by diuresis, vasodilation, and inhibition of aldosterone secretion (Kuwahara, 2021). This phenomenon may potentially be explained by the significant regulation of SBP on myocardial energy metabolism, amino acid metabolism, and lipid metabolism, as observed in proteomics and metabolomics studies (Xiang et al., 2012; Song et al., 2022). In addition, we identified I/R-independent targets (non-DEGs between I/R and sham) in each cell type. These genes may help us deepen our understanding of SBP, which we will investigate in the future. 

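Over whole sections Nppb had 3104 UMIs in sham, 15280 in I/R and 4274 in SBP. This is 124 CPM in sham (95% interval 119 to 128), 505 CPM in I/R (497 to 513) and 198 CPM in SBP (192 to 204). The log2 ratio I/R over sham was 2.03 (1.98 to 2.09) and the log2 ratio SBP over I/R was -1.35 (-1.40 to -1.31), so that the SBP section lay between the other 2. In spots that were not Ankrd1-high the log2 ratio SBP over I/R was -1.24 (-1.32 to -1.17). After thinning to equal depth, 44.1% of the spots in sham, 69.6% in I/R and 46.4% in SBP had an Nppb UMI. The unthinned shares were 58.3%, 86.0% and 58.3%, in the same order. Of the alternatives for whole sections, median-of-ratios size factors moved the ratio SBP over I/R most, to -1.19.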

Summarily, the mechanism of SBP in cardiomyocytes may not be to reduce cardiomyocyte mortality in the early stages but to promote compensatory hypertrophy of cardiomyocytes and increase cardiac output and contraction to alleviate I/R damage.

Angiogenesis is an important protective effect during I/R, which induces capillary network formation and restores the equilibrium of cellular supply and demand for blood (Sun et al., 2018). Previous studies (Huang et al., 2017; Yuan et al., 2018) have demonstrated that SBP can promote angiogenesis after MI by promoting endothelial cell proliferation through *VEGF* upregulation. *In vitro* studies have provided additional insights into the mechanisms underlying the beneficial effects of certain active components of SBP, including ginsenoside Rb2, ginsenoside Rg3, and cinnamaldehyde. These components have been shown to promote endothelial cell proliferation and tube formation, thereby facilitating angiogenesis, an effect that is mediated by the PI3K/Akt and MAPK/ERK1/2 signaling pathways (Yuan et al., 2018; Choi et al., 2021). We discovered that SBP altered the percentage of endocardial cells and capillaries but not arterial, venous, or lymphatic endothelial cells. The endocardium is a natural biological barrier between the circulating blood of the ventricles and cardiomyocytes, including endocardial and microvascular endothelial cells. The endocardium is essential for cardiac embryonic development, cardiac contraction, rhythm, and remodeling (Brutsaert, 2003;Smiljić et al., 2010). Endocardial injury reduces endothelial-mediated NO release and cardiomyocyte sensitivity to Ca^2+^ and contractility (Shen et al., 2013). GO analysis revealed that SBP downregulates NO-mediated signal transduction. Therefore, we hypothesized that SBP could improve cardiomyocyte contractility by reducing endocardial cell injury and promoting NO release. Furthermore, DEGs enrichment analysis revealed that endocardial cells were related to hypertrophy and cell migration at the gene transcription level, we suggested that hypertrophy might be related to the secretion of large amounts of growth factors and extracellular matrix proteins by endocardial cells under stressful conditions, thereby regulating cardiac contractility and cardiomyocyte remodeling through paracrine (Frangogiannis, 2012) (Segers et al., 2018). Furthermore, the endocardial marker gene *Npr3* was significantly upregulated in the SBP group. Spatial mapping revealed that endocardial cells are expressed in the infarct and border areas, which was absent in the I/R and sham groups. However, the contribution of endocardial cells to angiogenesis is currently controversial (Tang et al., 2018); they found a minimal contribution of endocardial cells to angiogenesis after MI using *Npr3*-CreER genetic lineage tracing, suggesting that ischemia and hypoxia did not promote endocardial proliferation and internalization, which is similar to our findings. However, the abnormal expression of *Npr3* after SBP pre-treatment piqued our interest. 

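Over whole sections Npr3 had 133 UMIs in sham, 110 in I/R and 234 in SBP. This is 5.29 CPM in sham (95% interval 4.43 to 6.28), 3.64 CPM in I/R (2.99 to 4.38) and 10.8 CPM in SBP (9.48 to 12.3). The log2 ratio SBP over I/R was 1.57 (1.24 to 1.91), and the log2 ratio SBP over sham was 1.03 (0.72 to 1.35). Ankrd1-high spots held 3 Npr3 UMIs in sham, 20 in I/R and 20 in SBP. After thinning, 3.33% of the spots in sham (2.61% to 4.19%), 2.29% in I/R (1.66% to 3.07%) and 4.92% in SBP (3.96% to 6.04%) had an Npr3 UMI. Unthinned, the shares were 4.61%, 4.32% and 7.70%, in the same order. At this depth most spots had no Npr3 UMI in any of the sections.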

We observed a reduction in capillary endothelial cell numbers, which was unexpected. However, research indicates that endothelial cells enter a transient endothelial-mesenchymal activation state following myocardial infarction, losing expression of endothelial cell marker genes and leading to a reduction in capillary endothelial cell numbers within 1 week (Tombor et al., 2021). Thus, we hypothesize that SBP may promote capillary endothelial cell mesenchymal transition in the early stage of I/R, thereby promoting vascular network regeneration. Hence, the role of SBP in endocardial cells is of great research value and may be a potential target for cardiac angiogenesis. We are the first to report the specific effects of SBP on the endocardium.

Cardiac remodeling is an unavoidable pathological process after a MI, where the loss of functional cardiomyocytes causes a high state of stress in the remaining cardiomyocytes and elevated intracardiac pressure. This injury activates and proliferates cardiac fibroblasts, some of which produce excessive extracellular matrix components that impair myocardial structure and function (Fan et al., 2012; Ali et al., 2014), causing myocardial hypertrophy and fibrosis (Dong et al., 2018). Therefore, inhibiting cardiac remodeling is key to I/R. Some researchers have suggested that SBP might lower TGF-β1 levels, reduce mitochondrial swelling, improve systolic and diastolic functions, and delay or reverse cardiac fibrosis progression (Liu et al., 2012). In our study, fibroblasts were activated and proliferated within 24 h after I/R, and SBP restricted this cell fraction. We analyzed the characteristics of FB_Cycling cells to determine the differences in proliferating state cells and found that SBP negatively regulated VEGF production and the TGFR-β signaling pathway, which are essential for fibroblast activation and proliferation. In addition, SBP downregulated IL-1-induced inflammatory signaling and controlled IL1/fibroblast paracrine signaling after ischemia, which regulate post-MI remodeling and improve cardiac function in animal models (Bujak et al., 2008; Bageghni et al., 2019). In addition, fibroblast activation is an important factor contributing to fibrosis, and MI triggers the activation of resident fibroblasts, causing them to transform from a resting state to highly active myofibroblasts that migrate to injured areas and proliferate, secrete ECM, and shrink scar tissue (Herum et al., 2017). We mapped the location of fibroblasts (*Vim*) and myofibroblasts (*Acta2*) using ST-seq and found that myofibroblasts were present in the infarcted area after I/R. In contrast, the expression and distribution of myofibroblasts were significantly reduced in the SBP group, indicating that SBP partly prevented fibroblast activation. Moreover, SBP negatively regulated the TGFR-B and HIF signaling pathways, which might be related to fibroblast-to-myofibroblast conversion inhibition by the TGF-β1/HIF-1a/aerobic glycolytic signaling cascade (Zou et al., 2022). Moreover, we found that the signal pathways were mostly related to vascular functions, Changes in the relative proportions of different fibroblast subpopulations may have significant effects on the entire vascular wall. 

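After thinning, 39.3% of the spots in I/R (95% interval 37.0% to 41.5%) and 24.8% in SBP (22.8% to 26.9%) had an Acta2 UMI, against 67.1% in sham (65.0% to 69.1%). Without thinning, the shares were 60.5% in I/R, 36.3% in SBP and 80.1% in sham. Over whole sections the level of Acta2 was 168 CPM in I/R (163 to 172), 83.0 CPM in SBP (79.2 to 86.9) and 254 CPM in sham (248 to 260). The log2 ratio SBP over I/R was -1.01 (-1.09 to -0.94) and the log2 ratio I/R over sham was -0.60 (-0.65 to -0.55). The 1% of spots with the most Acta2 UMIs held 34.6% of them in I/R, 33.3% in SBP and 15.0% in sham. For Vim, 73.7% of thinned spots in I/R (71.6% to 75.7%), 62.7% in SBP (60.4% to 65.0%) and 52.2% in sham (50.0% to 54.3%) had a UMI, and 88.9%, 73.4% and 65.5% without thinning. The whole-section level of Vim was 468 CPM in I/R, 257 CPM in SBP and 168 CPM in sham, a log2 ratio SBP over I/R of -0.86 (-0.91 to -0.82). Spots hold several cell types, so these are levels of the genes and not numbers of myofibroblasts.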

Studies have shown that under hypoxic conditions, exogenous fibroblasts may serve as a key regulator of vascular function and structure. Fibroblasts can complete the transition to become vascular wall myofibroblasts, while *in vitro* studies have confirmed that the stability of fibroblast phenotype is related to the signaling pathways that induce proliferation. Their unique ability to proliferate, differentiate, and migrate allows for a rapid response to hypoxic stress, thereby regulating their function to adapt to local vascular demands (Stenmark et al., 2002). Interestingly, SBP inhibited the activation and proliferation of fibroblasts. Nevertheless, Figure 2I showed that the fibroblasts in the SBP group was increased, and we found that the number of fibroblasts containing other cell characteristics was greater in the SBP group than in the I/R group, suggesting that some of the fibroblasts might be in the transition state. However, the mechanisms were complex, so we speculated that the increase of fibroblasts might be caused by the combined effects of reduced proliferation and increased transformation. Our findings established that SBP plays an antifibrotic role in I/R injury. Fibrosis can prevent the heart from rupture and has a stabilizing effect in MI early stages. SBP inhibits fibrosis in the early stages of reperfusion; however, whether it is beneficial or detrimental remains to be investigated in the future.

Cardiac immunity is an important pathophysiological factor and target of MI, characterized by the recruitment and activation of immune cells that coordinate a highly complex immune response throughout the process from ischemia to fibrosis (Frangogiannis, 2012). However, many current clinical trials on immune regulation after MI are controversial (Panahi et al., 2018), suggesting that little is known about the complex diversity of cardiac immunity. Therefore, we investigated the role of SBP in the early stages of I/R through cell-cell communication network analysis and found that it was fascinating and complex. Damaged cardiomyocytes affected endothelial cell, fibroblast, myeloid cell, and B cell development by secreting many cytokines. The most notable of these is VEGF signaling, where cardiomyocytes release numerous VEGF signals, which in turn were absorbed by endothelial cells, affecting cardiomyocyte function through BMP and NRG signaling. In addition, SPP1 signaling from myeloid cells influences several cells such as fibroblasts, T cells, and myeloid cells. We further analyzed the communication network between cell subgroups in the I/R and SBP groups and discovered that the number of ligand-receptor pairs between FB_Postn^+^ and Mac_CXCL2 was significantly altered, implying that SBP may be involved in cardiac fibrosis and scar healing through the cell-chat between Mac_CXCL2 and FB_Postn^+^. SBP also increased the number of interactions between endothelial cells and macrophages, demonstrating that it can promote angiogenesis by activating macrophages to regulate endothelial cell function and signal transduction pathways (Zhang J et al., 2020). Thus, SBP is crucial in macrophage regulation. However, our study focused on the early phases of I/R, and macrophages are predominantly pro-inflammatory in the early phases of post-ischemia, although they demonstrate distinct anti-inflammatory effects in the later phases and are involved in cardiac injury repair. Therefore, further studies on macrophages are required. Our study showed that SBP modulates the ligand-receptor pair relationship in cells and induces macrophages to participate in pathological changes in I/R.

This study had two limitations. Firstly, the small sample size resulted in a limited capture of smooth muscle cells. Despite our observation that SBP affects the quantity of smooth muscle cell, we regret that further analysis would increase the risk of result bias. Therefore, we refrained from delving into a discussion of smooth muscle cells. Secondly, due to the limitation of our research conditions, we used sNuc-seq to study the effects of SBP on the heart, this may easy to lose part of immune cells, making the function of immune cells unable to be fully explained. Despite these limitations, our study preliminarily described the ecological changes of various cardiac cells after SBP intervention and elucidated the effect of SBP on I/R in mice. To the best of our knowledge, this is the first study to report the mechanisms and cell landscape of SBP at a single-cell level and spatial resolution.

## 5 Conclusion

SBP improves the early LVEF of I/R mice and has a cardioprotective effect. Through sequencing analysis, we observed that SBP can increase the gene expression of *Nppb* and *Npr3* in the infarct area of the heart. 

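Within Ankrd1-high spots the log2 ratio SBP over I/R was -1.0 for Nppb (95% interval -1.07 to -0.93) and 1.10 for Npr3 (0.13 to 2.07). Npr3 was also higher in SBP in the other spots, by a log2 ratio of 1.65 (1.28 to 2.03). Across the alternatives for setting the region, the ratio within the high spots ran from -1.27 to -0.95 for Nppb and from 0.77 to 1.84 for Npr3.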

*Npr3* is related to vascular generation mediated by endocardial cells and requires further research. In addition, SBP increases the number of fibroblasts, inhibits the expression of genes related to fibroblast activation and proliferation, and increases the transformation of endothelial cells into fibroblasts. These findings will help to indicate directions for further research.

## Data Availability

The datasets presented in this study are deposited in the GEO repository, accession numbers: GSE227238 and GSE227088.

# Supplementary material for: Single-nucleus ribonucleic acid-sequencing and spatial transcriptomics reveal the cardioprotection of Shexiang Baoxin Pill (SBP) in mice with myocardial ischemia-reperfusion injury
**Source:** Front Pharmacol. 2023 May 9;14:1173649. doi: 10.3389/fphar.2023.1173649
**Supplement:** Supplementary file 1

## *Supplementary Material*

# **Single-nucleus Ribonucleic Acid-sequencing and Spatial Transcriptomics Reveal the Cardioprotection of Shexiang Baoxin Pill (SBP) in Mice with Myocardial Ischemia-Reperfusion Injury**

Wenyong Lin<sup>1,2</sup>, Xin Chen<sup>3</sup>, Dongyuan Wang<sup>1,2</sup>, Ruixia Lu<sup>1,2</sup>, Chunling Zhang<sup>1</sup>, Zhenchao Niu<sup>1,2</sup>, Jie Chen<sup>1</sup>, Xiaofen Ruan<sup>1,2</sup>, Xiaolong Wang<sup>1,2\*</sup>

Xiaolong Wang

## **1 Supplementary data**

### **1.1 The analytical parameters for the compositional analysis of SBP.**

Liquid chromatography conditions: The mobile phase was a gradient elution of 0.1% formic acid aqueous solution (C) - acetonitrile (D), with the following program: 0-1 min, 95% C-5% D; 1-6 min, 68% C-32% D; 6-12 min, 45% C-55% D; 12-19 min, 5% C-95% D; 19-22 min, 95% C-5% D. The flow rate was 0.3 mL/min, the column temperature was 45°C, and the injection volume was 3 µL.

Mass spectrometry conditions: The ion source was HESI; positive ion spray voltage: 3.5 kV, negative ion spray voltage: 2.5 kV; auxiliary gas flow rate 12 L/min, sheath gas flow rate 40 L/min, capillary temperature 330°C, auxiliary gas heating temperature 300°C, collision energy (CE) 50 eV. The detection mode was Full MS, with a Full MS resolution of 70,000 and a scan range of m/z 80-1200.

## **2. Supplementary Figures and Tables**

### **2.1 Supplementary Figures**

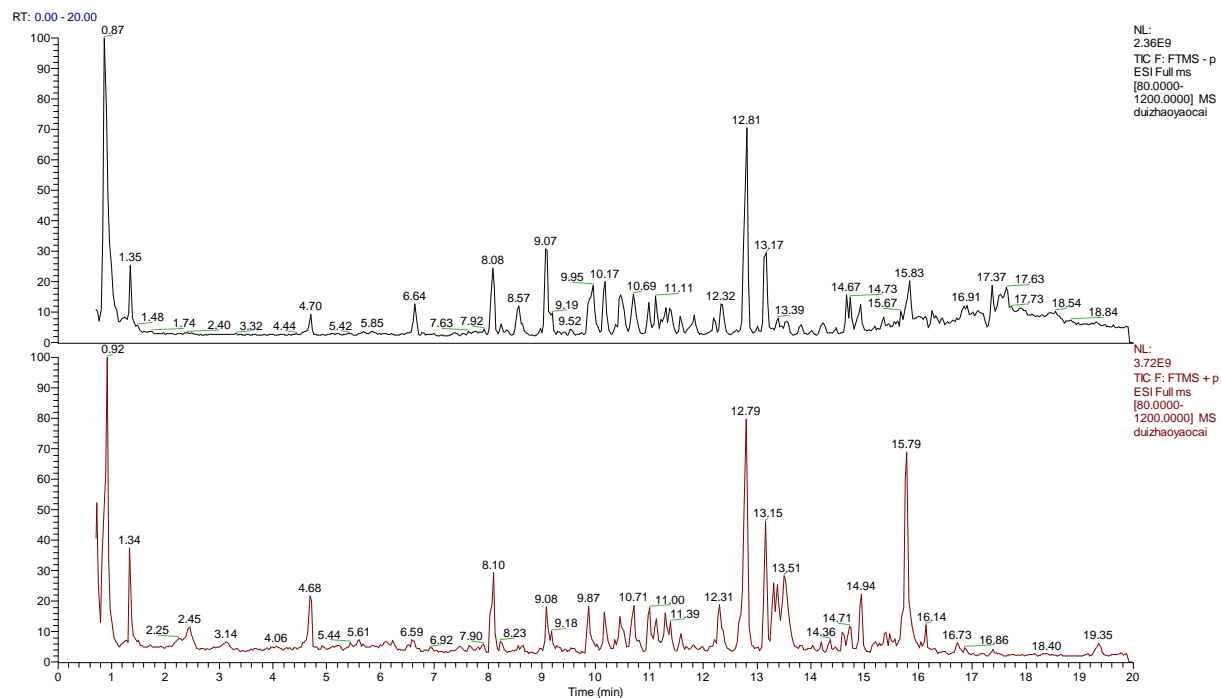

**Supplementary Figure 1.** Total ion chromatogram of the sample of SBP(TIC)

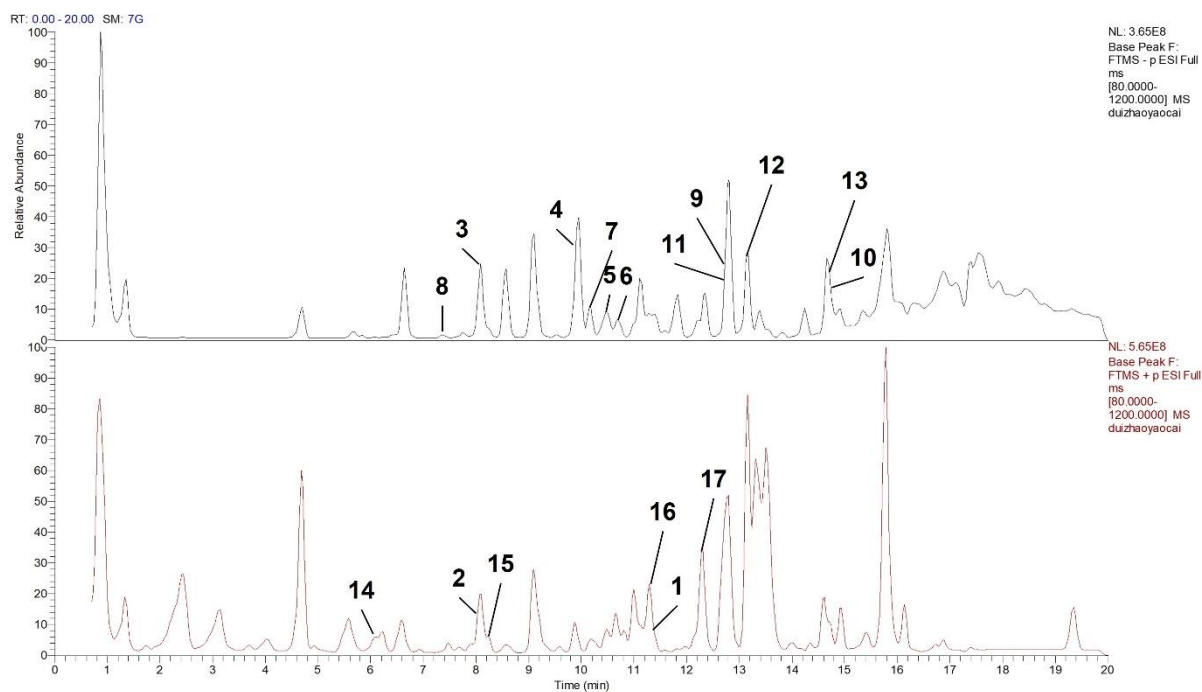

**Supplementary Figure 2.** Base peak chromatogram of the sample of SBP(BPC)

duizhaoyaocai #3940 RT: 11.46 AV: 1 NL: 2.34E6  
 F: FTMS + p ESI d Full ms2 969.5378@hcd35

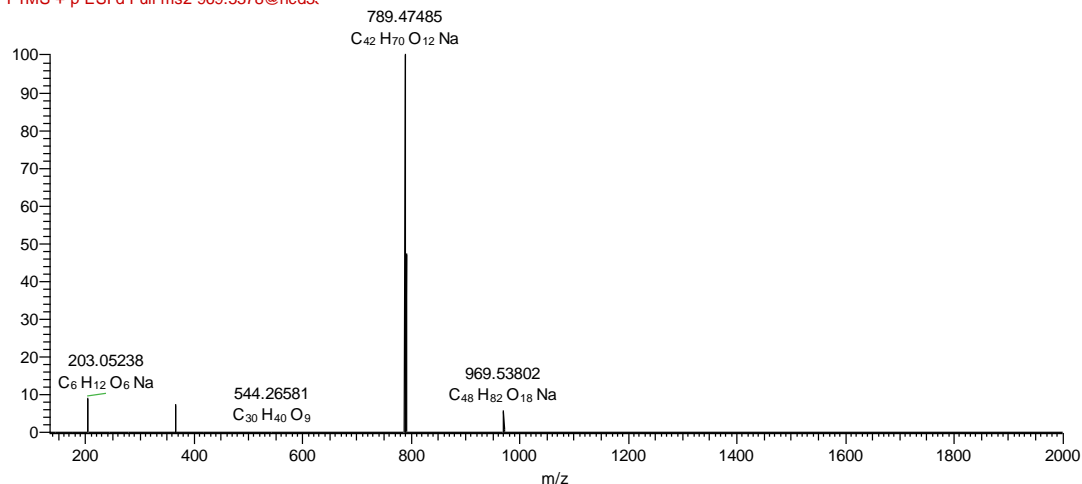

**Supplementary Figure 3.** MS/MS diagram for the extraction of Ginsenoside Rd and Ginsenoside Re.

duizhaoyaocai #3348 RT: 9.86 AV: 1 NL: 1.02E7  
 F: FTMS - p ESI d Full ms2 845.4903@hcd35

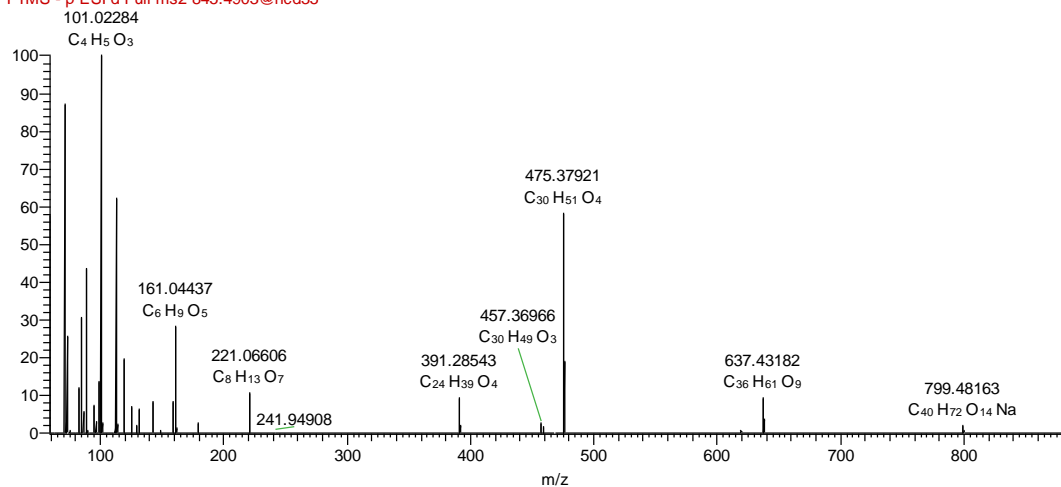

**Supplementary Figure 4.** MS/MS diagram for the extraction of Ginsenoside Rg1.

duizhaoyaocai #3453 RT: 10.14 AV: 1 NL: 5.78E7  
T: FTMS - p ESI Full ms [80.0000-1200.0000]

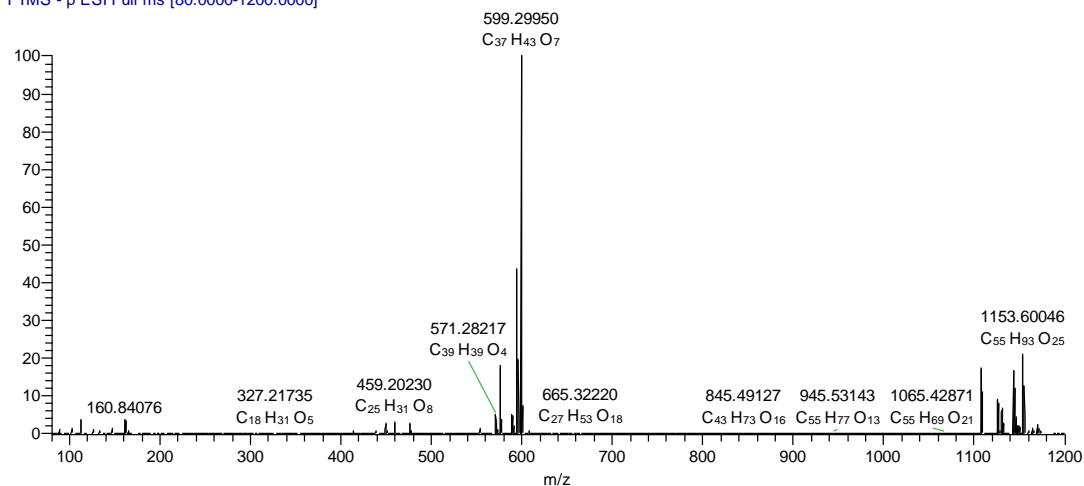

**Supplementary Figure 5.** MS/MS diagram for the extraction of Ginsenoside Rb1.

duizhaoyaocai #3564 RT: 10.44 AV: 1 NL: 9.76E6  
F: FTMS - p ESI d Full ms2 1123.5901@hcd3

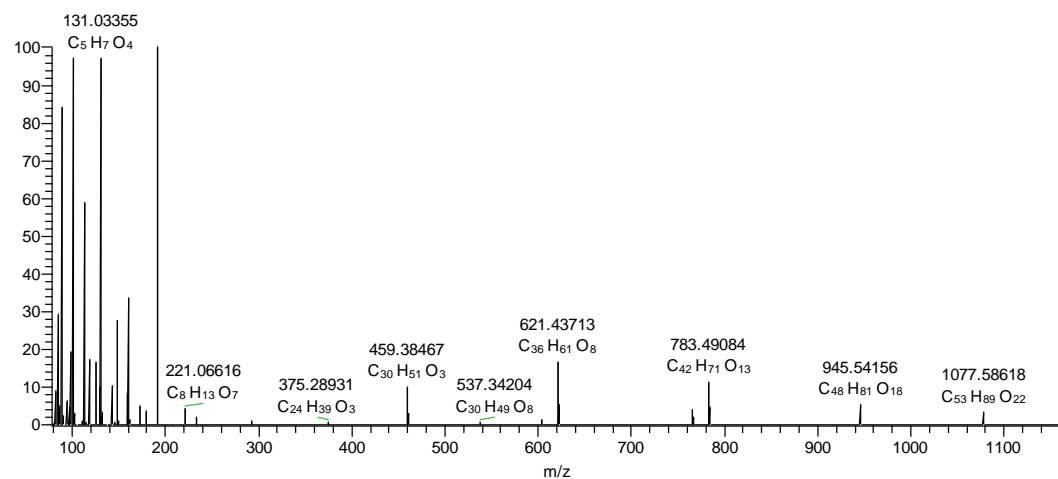

**Supplementary Figure 6.** MS/MS diagram for the extraction of Ginsenoside Rb2 and Ginsenoside Rb3.

duizhaoyaocai #2742 RT: 8.20 AV: 1 NL: 8.48E5  
F: FTMS + p ESI d Full ms2 403.1798@hcd3f

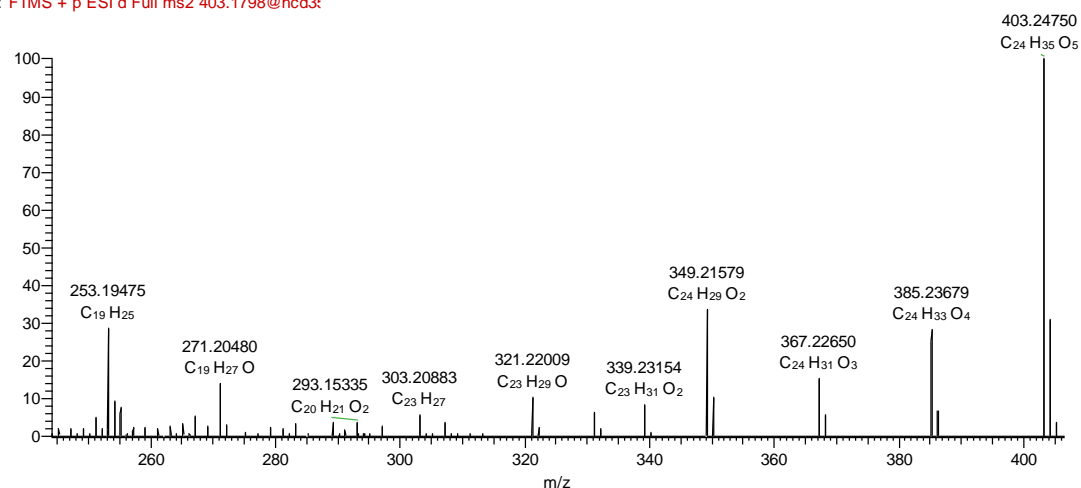

**Supplementary Figure 7.** MS/MS diagram for the extraction of Gamabufotalin.

duizhaoyaocai #3892 RT: 11.33 AV: 1 NL: 1.24E6  
F: FTMS + p ESI d Full ms2 459.2368@hcd3f

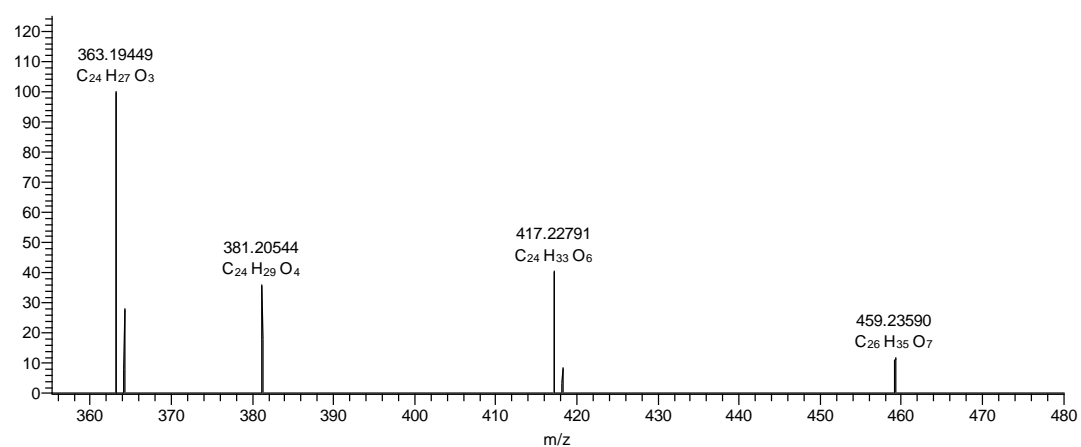

**Supplementary Figure 8.** MS/MS diagram for the extraction of Cinobufotalin.

duizhaoyaocai #4230 RT: 12.25 AV: 1 NL: 3.19E6  
F: FTMS + p ESI d Full ms2 387.2522@hcd3f

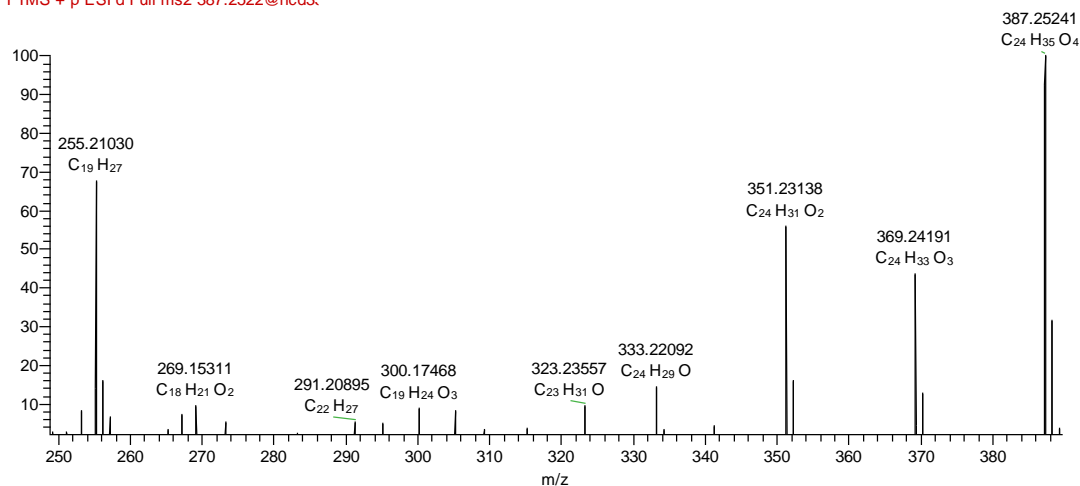

**Supplementary Figure 9.** MS/MS diagram for the extraction of Bufalin.

duizhaoyaocai #4426 RT: 12.78 AV: 1 NL: 8.32E7  
F: FTMS - p ESI d Full ms2 407.2799@hcd35.

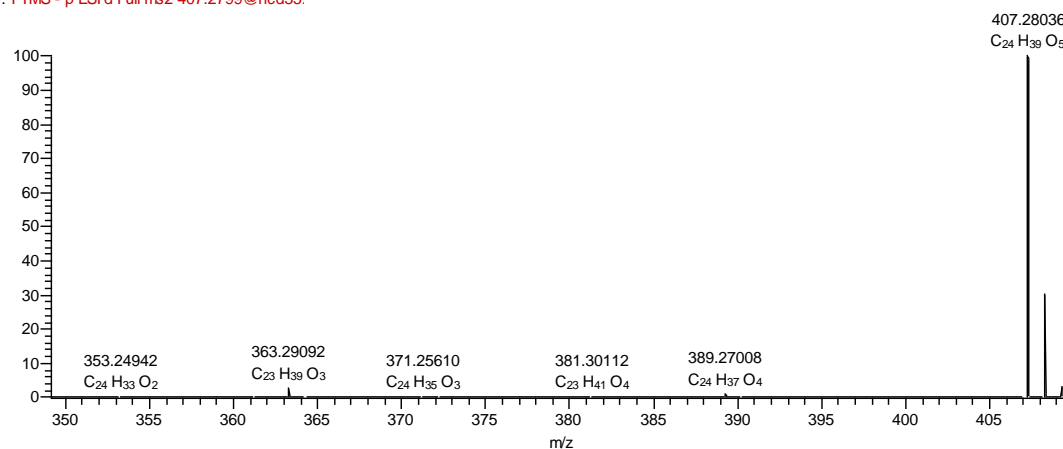

**Supplementary Figure 10.** MS/MS diagram for the extraction of Cholic acid.

duizhaoyaocai #5196 RT: 14.87 AV: 1 NL: 9.62E6  
 F: FTMS - p ESI d Full ms2 391.1351@hcd35.

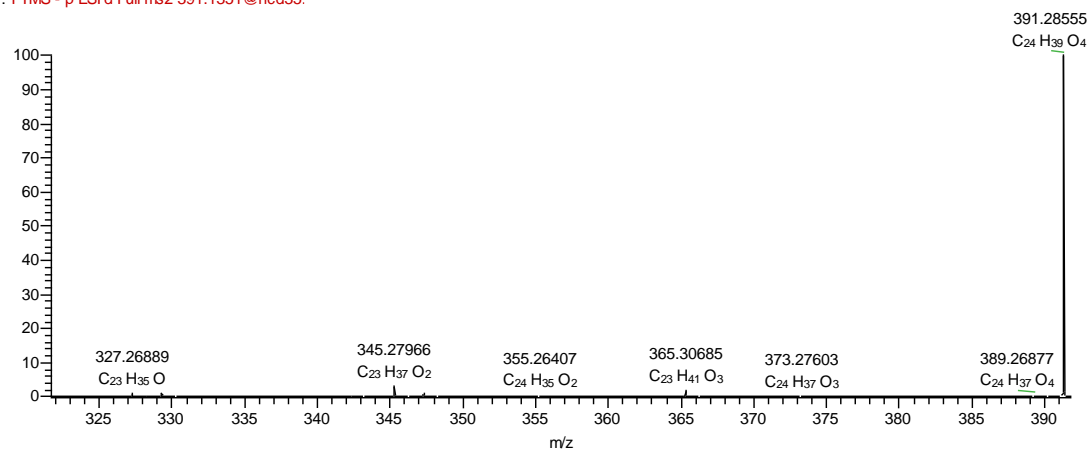

**Supplementary Figure 11.** MS/MS diagram for the extraction of Deoxycholic acid, Ursodeoxycholic acid, Chenodeoxycholic acid, and Hyodeoxycholic acid.

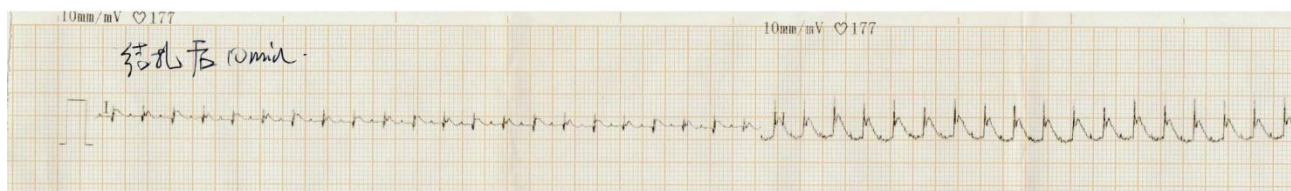

**Supplementary Figure 12.** The ECG taken 10 minutes after coronary artery ligation.

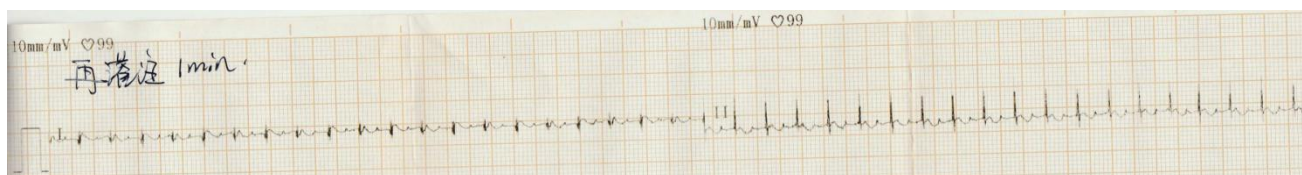

**Supplementary Figure 13.** The ECG taken 1 minute after coronary artery reperfusion.

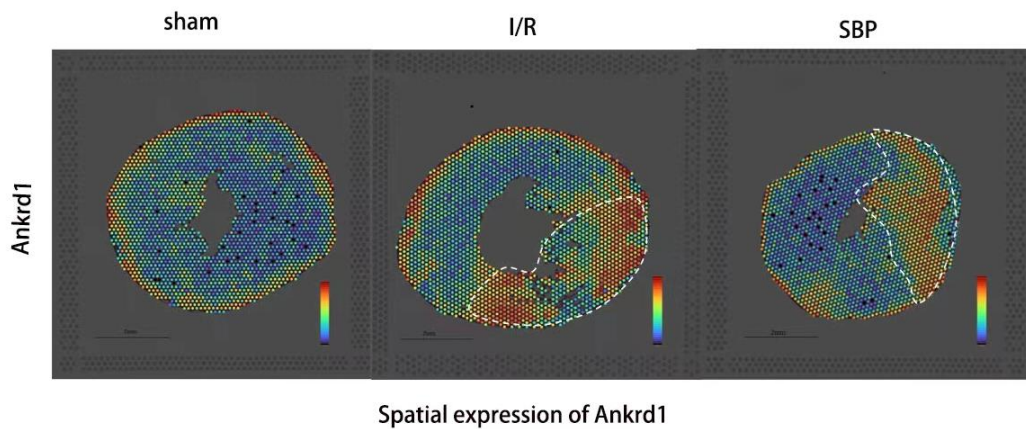

**Supplementary Figure 14.** Spatial transcriptome data predicted the spatial location of Ankrd1 on heart sections. Spatial transcriptome data predicted the spatial location of Ankrd1 on the cardiac section. We used Ankrd1 as a marker to distinguish infarct and non-infarct areas, with I/R infarct areas smaller than SBP (SBP: 15% vs. I/R: 27%).

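Ankrd1 (ENSMUSG00000024803) lies on chromosome 19 of GRCm38, from 36111961 to 36120099 on the minus strand. Over whole sections its level was 879 CPM in sham (95% interval 867 to 891), 1715 CPM in I/R (1700 to 1730) and 1367 CPM in SBP (1352 to 1383). The log2 ratio I/R over sham was 0.96 (0.94 to 0.99) and the log2 ratio SBP over I/R was -0.33 (-0.35 to -0.31). After thinning, the median spot had 3 Ankrd1 UMIs in sham, 6 in I/R and 5 in SBP. Among the kept spots before thinning, 101 in sham, 26 in I/R and 91 in SBP had none.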

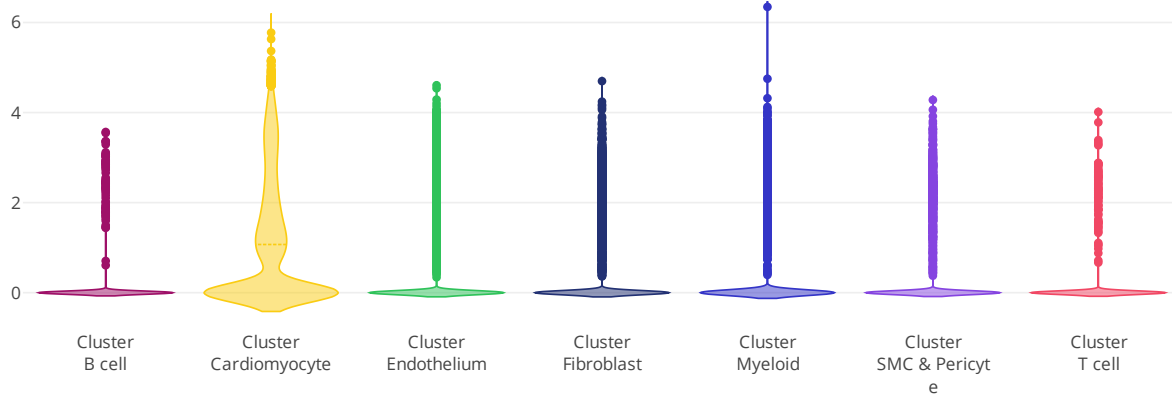

**Supplementary Figure 15.** The mean expression of Myh7 in B cell (0.414), Cardiomyocyte (1.174), Endothelium (0.491), Fibroblast (0.413), Myeloid (0.450), SMC & Pericyte (0.445), and T cell (0.349).

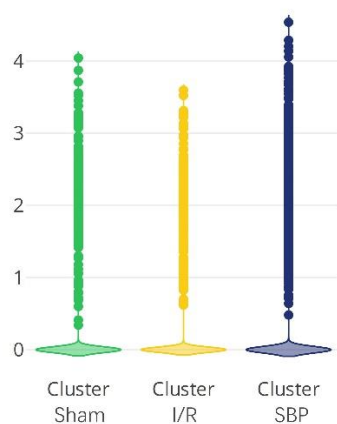

**Supplementary Figure 15.** The mean expression of Myh7 in three groups (Sham: 0.154 vs I/R: 0.120 vs SBP: 0.513) of endothelial cells.

## 2.2 Supplementary Tables

**Supplementary Table 1.** Qualitative results of 17 components in SBP

| Peak No. | Compound         | molecular formula                               | $M \pm (m/z)$                   | Rt    | Fragments ions (m/z)                     |
|----------|------------------|-------------------------------------------------|---------------------------------|-------|------------------------------------------|
| 1        | Ginsenoside Rd   | C <sub>48</sub> H <sub>82</sub> O <sub>18</sub> | 969.53934[M+Na] <sup>+</sup>    | 11.39 | 789.47485,                               |
| 2        | Ginsenoside Re   | C <sub>48</sub> H <sub>82</sub> O <sub>18</sub> | 969.53934[M+Na] <sup>+</sup>    | 8.04  | 789.47485,                               |
| 3        | Ginsenoside Rg1  | C <sub>42</sub> H <sub>72</sub> O <sub>14</sub> | 845.48931[M+HCOO] <sup>-</sup>  | 8.08  | 637.43182,475.37921                      |
| 4        | Ginsenoside Rf   | C <sub>42</sub> H <sub>72</sub> O <sub>14</sub> | 845.48931[M+HCOO] <sup>-</sup>  | 9.85  | 637.43182,475.37921                      |
| 5        | Ginsenoside Rb2  | C <sub>53</sub> H <sub>90</sub> O <sub>22</sub> | 1123.58948[M+HCOO] <sup>-</sup> | 10.43 | 945.54156,783.49084,621.43713, 459.38467 |
| 6        | Ginsenoside Rb3  | C <sub>53</sub> H <sub>90</sub> O <sub>22</sub> | 1123.58948[M+HCOO] <sup>-</sup> | 10.69 | 945.54156,783.49084,621.43713, 459.38467 |
| 7        | Ginsenoside Rb1  | C <sub>54</sub> H <sub>92</sub> O <sub>23</sub> | 1107.59457[M-H] <sup>-</sup>    | 10.17 | 945.53143,621.31171,459.20230            |
| 8        | Cinnamic acid    | C <sub>9</sub> H <sub>8</sub> O <sub>2</sub>    | 147.04406[M-H] <sup>-</sup>     | 7.36  |                                          |
| 9        | Cholic acid      | C <sub>24</sub> H <sub>40</sub> O <sub>5</sub>  | 407.2792[M-H] <sup>-</sup>      | 12.78 | 389.27008,371.25610,353.24942            |
| 10       | Deoxycholic acid | C <sub>24</sub> H <sub>40</sub> O <sub>4</sub>  | 391.28429[M-H] <sup>-</sup>     | 14.84 |                                          |

|    |                       |          |                 |       |                                                  |
|----|-----------------------|----------|-----------------|-------|--------------------------------------------------|
| 11 | Ursodeoxycholic acid  | C24H40O4 | 391.28429[M-H]- | 12.55 | 373.27603,355.26407,327.26889                    |
| 12 | Hyodeoxycholic acid   | C24H40O4 | 391.28429[M-H]- | 13.17 | 373,355,328                                      |
| 13 | Chenodeoxycholic acid | C24H40O4 | 391.28429[M-H]- | 14.73 |                                                  |
| 14 | Cinnamic aldehyde     | C9H8O    | 133.06479[M+H]+ | 6.1   |                                                  |
| 15 | Gamabufalin           | C24H34O5 | 403.2479[M+H]+  | 8.23  | 385.23679,367.22650,349.21579,253.194758         |
| 16 | Cinobufagin           | C26H34O7 | 459.23773[M+H]+ | 11.29 | 417.22791,381.20554,363.19449                    |
| 17 | Bufalin               | C24H34O4 | 387.25299[M+H]+ | 12.31 | 36924191,351.23138,333.22092,305.22653,255.21030 |

**Supplementary Table 2.** Quality control results of sNuc-seq.

| Sample                       | CSC201<br>01    | CSC201<br>02    | CSC201<br>03    | CSC201<br>04    | CSC201<br>05    | CSC201<br>06    | CSC201<br>07    | CSC201<br>08    | CSC201<br>09    |
|------------------------------|-----------------|-----------------|-----------------|-----------------|-----------------|-----------------|-----------------|-----------------|-----------------|
| before_filtering_total_reads | 665986<br>854   | 769776<br>542   | 653899<br>990   | 754877<br>490   | 713499<br>600   | 730060<br>644   | 699149<br>168   | 774527<br>380   | 722051<br>630   |
| before_filtering_total_bases | 998980<br>28100 | 1.15466<br>E+11 | 980849<br>98500 | 1.13232<br>E+11 | 1.07025<br>E+11 | 1.09509<br>E+11 | 1.04872<br>E+11 | 1.16179<br>E+11 | 1.08308<br>E+11 |
| before_filtering_q20_bases   | 812081<br>25981 | 936534<br>94538 | 796964<br>79917 | 898164<br>36588 | 847871<br>83725 | 870119<br>54386 | 833971<br>22048 | 919914<br>49550 | 862311<br>01272 |
| before_filtering_q30_bases   | 707427<br>22736 | 813907<br>86037 | 690948<br>91359 | 767410<br>57783 | 721184<br>57551 | 744343<br>10549 | 713296<br>31396 | 779949<br>91723 | 736173<br>28044 |
| before_filtering_q20_rate    | 0.81291<br>02   | 0.81108<br>8149 | 0.81252<br>4659 | 0.79320<br>9828 | 0.79221<br>8933 | 0.79456<br>3713 | 0.79522<br>4881 | 0.79180<br>7167 | 0.79616<br>7455 |
| before_filtering_q30_rate    | 0.70814<br>9341 | 0.70488<br>6692 | 0.70443<br>893  | 0.67773<br>5207 | 0.67384<br>7213 | 0.67970<br>8927 | 0.68015<br>6536 | 0.67133<br>4061 | 0.67970<br>5116 |

|                             |             |             |             |             |             |             |             |             |             |
|-----------------------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|
| before_filtering_gc_content | 0.353098    | 0.351926    | 0.352008    | 0.375601    | 0.388381    | 0.378955    | 0.379662    | 0.380862    | 0.38247     |
| after_filtering_total_reads | 665446582   | 769133416   | 653412676   | 754344040   | 713006230   | 729609418   | 698638056   | 773921368   | 721495490   |
| after_filtering_total_bases | 59193431475 | 68418013475 | 58129017761 | 67107669103 | 63435228362 | 64912578936 | 62154343700 | 68856832544 | 64189657900 |
| after_filtering_q20_bases   | 57573974254 | 66458757435 | 56289400521 | 64283442723 | 60510519070 | 62357372312 | 59621276913 | 65362530349 | 61440328214 |
| after_filtering_q30_bases   | 54937398240 | 63285329803 | 53331794100 | 60382194776 | 56493681083 | 58630765986 | 56039749541 | 60724119782 | 57550832936 |
| after_filtering_q20_rate    | 0.972641268 | 0.971363447 | 0.968352859 | 0.957914998 | 0.953894557 | 0.960636187 | 0.959245539 | 0.949252644 | 0.95716865  |
| after_filtering_q30_rate    | 0.928099569 | 0.924980522 | 0.917472824 | 0.899780839 | 0.890572676 | 0.903226569 | 0.901622416 | 0.881889531 | 0.896574851 |
| after_filtering_gc_content  | 0.438676    | 0.43819     | 0.437375    | 0.431525    | 0.446567    | 0.435808    | 0.437294    | 0.438868    | 0.439948    |
| ReadsFilter%                | 99.91887648 | 99.9164529  | 99.92547576 | 99.9293329  | 99.9308521  | 99.93819335 | 99.92689514 | 99.92175719 | 99.92297781 |
| BaseFilter%                 | 59.25385376 | 59.253571   | 59.26392277 | 59.26583672 | 59.27144492 | 59.27596972 | 59.26665014 | 59.26782734 | 59.26599081 |
| low_quality_reads           | 52          | 80          | 52          | 7270        | 6682        | 6856        | 6600        | 6948        | 6770        |
| too_many_N_reads            | 44142       | 50476       | 43144       | 24006       | 22998       | 23460       | 22490       | 25064       | 22924       |
| too_short_reads             | 496078      | 592570      | 444118      | 502174      | 463690      | 420910      | 482022      | 574000      | 526446      |
| too_long_reads              | 0           | 0           | 0           | 0           | 0           | 0           | 0           | 0           | 0           |

---

**Supplementary Table 3.** The list of disease-independent genes in cardiomyocyte.

|             | SBP_upregulate                                                                                                                                                               | SBP_downregulate                                                                                                                                                                                                                                              |
|-------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Gene Symbol | Tpm1, Cacna1c, Ldb3, Actn2, Jph2, Pkig, Cdh2, Gm30624, Mlip, Mylk3, Pde4d, Rftn1, Atp8a1, Sik3, Idh2, Cap2, Mtus2, 5430431A17Rik, Smyd1, Mical2, Hk1, Cttnal1, Ldlrad4, Dstn | Zbtb16, Fkbp5, Pik3r1, Ppip5k2, Ryr2, Ddx5, Tead1, Rgs7, Arrdc2, Gm40841, Gpcpd1, Ptgs, Nt5e, Herpud1, Klhl38, Tnik, B2m, Agtpbp1, Ptpn11, Vldlr, Tob2, Eef2k, Ogdhl, Myoz2, Ppp1r3a, Slc25a33, Snrnp70, Atrnl1, Pid1, Dysf, H2-K1, Camk1d, Pfkfb1, Bsg, Eph4 |
| count       | 24                                                                                                                                                                           | 35                                                                                                                                                                                                                                                            |

**Supplementary Table 4.** The list of disease-independent genes in endothelium cell.

|             | SBP_upregulate                                                                                                                                                                                                                                                                                                                                                        | SBP_downregulate                                                                                                                                                                 |
|-------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Gene Symbol | Myh7, Ppp3ca, Airn, AC149090.1, H19, Ebf1, Car8, Slc6a6, Sema6a, Tmem108, Gm47283, Agap1, Plxna4, Foxp1, Ncam1, Cgln1, Rasgef1b, Ifitm10, Greb1l, Pgm5, Csgalnact1, Zfp608, Rbms3, Ttc28, Upp2, Rassf9, Fgf14, Astn2, Eph4, Emcn, Apba1, Zfp521, Tspan2, Nrnx3, Cdc14a, Acvr1, Npr3, Kank1, Bace2, Pir, Bmp6, Ntn1, Megf9, Sox5, Itgbl1, Rasgrf2, Nuak1, Sobp, Adgrg6 | Zbtb16, B2m, Plxna2, Lpl, Acyp2, Klf13, Arhgap15, Tnik, Calm1, Klf9, Birc3, Slc9a9, Sod2, Fmnl2, Rin3, Hecw2, Pik3ip1, Ptp4a2, Ddx60, Nebl, Igfbp7, Birc2, Fam168a, Timp3, Vcam1 |
| count       | 49                                                                                                                                                                                                                                                                                                                                                                    | 25                                                                                                                                                                               |

**Supplementary Table 5.** The list of disease-independent genes in fibroblast.

|             | SBP_upregulate                                                                                                                                                                                                                                           | SBP_downregulate                                                                                                                                                              |
|-------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Gene Symbol | Myh7, Ebf2, Egr1, Ebf1, Dlc1, Bicc1, Ppl, Creb5, AC149090.1, Akt3, Gxyt2, Col6a6, Nfib, Tshz2, Dlg2, Zfp521, Mecom, Ldlrad4, Stxbp6, Bmp6, Ier2, Elmo1, Gstt1, Fndc1, Gstm1, Ston2, Tcf7l1, Man1c1, Ccbe1, Plpp3, Rab30, Selenbp1, Fbln1, Btg2, Pcolce2, | Zbtb16, Fkbp5, B2m, Casp4, Col4a2, Ifi211, Klhl2, Birc3, Lpl, 4931406P16Rik, Ip6k2, Spon1, Marcks, Raph1, Sema6d, Vcan, Sod2, Kalrn, Fchsd2, Hipk1, Ube2q2, Aspn, Rgs7, Stim1 |

|                                                                     |    |    |
|---------------------------------------------------------------------|----|----|
| B4galt1, Cdon, Fam13c, Palm, Myrip,<br>Fam20a, Aldh1a2, Chrm3, Junb |    |    |
| count                                                               | 44 | 24 |

How the deposited data were processed for this re-analysis (not part of the article)

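Spatial transcriptome libraries (Visium) of 1 section each from a sham, an I/R and an SBP mouse were analysed, and the single-nucleus libraries of the study were not analysed here. The authors deposited counts of UMIs per gene and spot from Space Ranger (version 1.3.0 in the file headers), without normalization and restricted to spots over tissue. The paper states another version of Space Ranger and a human reference genome for these data, while the files list 32285 mouse genes. Of the gene identifiers, 32158 were found in GENCODE M21 (GRCm38) and 127 were not.

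The condition of each section was taken from its labels and the paper. Spots with fewer than 200 detected genes were left out, and all genes were kept. UMIs were summed over the spots of a section and divided by all UMIs of those spots (CPM). Ratios between sections were taken on the log2 scale. Intervals at the 95% level were exact Poisson for a UMI sum, exact binomial (Clopper-Pearson) for a share and exact conditional binomial for a ratio of UMI sums. They cover counting error only, and there is no replicate of any condition, so no p-value is given. The total UMIs per section were 25118258 for sham, 30238530 for I/R and 21631280 for SBP, so that a gene at 100 CPM rests on over 1000 UMIs in each section, while Npr3 rests on 110 to 234.

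For shares of spots, each spot was thinned by a hypergeometric draw with a fixed seed to 6500 UMIs, the 10th percentile of UMIs per spot over the 3 sections rounded down to a multiple of 500. The threshold for Ankrd1-high spots was the smallest number of Ankrd1 UMIs that at most 5% of sham spots reach, which was 19. Levels in Ankrd1-high and other spots used the unthinned UMIs. No clustering, cell type naming or doublet detection was run on spots.

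Genes were named by a rule fixed before the data were examined. It took the genes that the paper maps on the sections (Nppb, Npr3, Vim, Acta2 and Ankrd1), genes it discusses from the single-nucleus data, the 5 largest rises and 5 largest falls of each comparison among genes with at least 100 CPM in the higher section, the 5 genes with at least 500 UMIs other than Ankrd1 most concentrated in Ankrd1-high spots of I/R and of SBP, sex-linked genes, and the members of fixed gene lists. One gene that this rule selects is not reported here. The lists were clock genes in 2 arms, glucocorticoid-induced genes, injury genes, atrial genes, blood genes, sex-linked genes, the cell markers of the paper and the genes of Supplementary Tables 3 to 5. A list was described by the median log2 ratio of its genes with at least 50 UMIs in the 2 sections compared, and by the percentile of this median among 10000 random lists matched on mean expression in 20 bins.

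The ratios were tested on simulated data, with Poisson counts drawn for the genes with at least 50 UMIs in the compared sections. In these data 200 genes were changed by known amounts. The intervals assume the same counting error, so the simulation checks the computation and holds no differences between mice or sections. For I/R over sham (12231 genes) the 95% interval covered the true value for 95.6% of genes and 99.0% of the changed genes were recovered. For SBP over I/R (12151 genes) these shares were 95.6% and 99.0%.

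The alternatives tried were UMIs without the 13 mitochondrial genes, TMM factors, median-of-ratios size factors, equal weight for each spot, no filter on spots, spots with at least 1000 UMIs, genes detected in at least 200 spots, other thresholds and measures of Ankrd1, thinning to 1000 UMIs, unthinned spots, a region set by the injury list, and for the gene lists a minimum of 200 UMIs. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. TMM factors were computed after the published formula and not with the original package.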

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

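The tests of Nmrk2 and of Ccn2, Tgfbi and Timp1 were chosen after the results were seen, while those of the clock genes and of ribosomal and nuclear RNA were set before the values they measure were seen. For ribosomal and nuclear RNA, how the values are read was changed after they were seen. By the rule first set, 1 gene going the other way would have excluded the explanation. All values are from 1 section per condition and have no replicate check.

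Genes that the paper does not discuss were among the largest rises from sham to I/R. The log2 ratio I/R over sham was 2.49 for Ccn2, 2.42 for Tgfbi and 2.27 for Timp1, above the level of the sham section. The log2 ratio SBP over I/R was -1.89 for Ccn2, -1.08 for Tgfbi and -0.81 for Timp1. With median-of-ratios size factors the lowest of the 3 ratios I/R over sham was 2.03, which argues against the scaling as the cause. Without the 1% of spots with the most UMIs of each gene the lowest was 2.47, so a few spots do not carry the difference. A response to I/R stays open as a biological explanation, as do the plane of each section and other differences between single mice, which cannot be separated here.

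Dbp, a clock output gene, was higher in the SBP section than in sham by a log2 ratio of 0.82 and than in I/R by 1.33. The clock genes moved in 2 directions between I/R and SBP. All 10 genes of the E-box and D-box list were higher in SBP, with a median log2 ratio of 0.94, above all 10000 matched random lists. The 5 genes used of the Rev-erb-repressed list were all lower, with a median of -0.69 at percentile 1.83 of the random lists. Arntl was at 3.97 CPM in I/R and 0.69 CPM in SBP. Both medians lie outside the central 95% of random lists and have opposite signs, as hearts collected at different times of day would give. Between I/R and sham the E-box and D-box list had a median of -0.45, below all random lists, while the Rev-erb-repressed list lay at percentile 67.7. Collection at different hours may therefore account for the difference between I/R and SBP, and an effect of SBP on the clock is equally open, since each condition is 1 mouse. With a minimum of 200 UMIs the Rev-erb-repressed list no longer lay outside the central 95% (median -0.52).

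Lars2 and Gm42418 were higher in SBP than in sham, by log2 ratios of 0.24 and 0.49, and than in I/R by 1.38 and 1.32. Under a different amount of ribosomal RNA in the libraries, AY036118 and Gm26917 were predicted to be higher in SBP than in I/R. The log2 ratio was 1.56 for AY036118, which lies inside Gm42418 on the other strand and so is no separate evidence. It was -0.48 for Gm26917 (-0.73 to -0.23), against the prediction, on 396 UMIs in I/R and 203 in SBP. Gm26917 does not overlap Gm42418 but lies beside it, ending at 39846341 where Gm42418 starts at 39846958. Its level in I/R was 13.1 CPM, while that of Gm42418 was 1505 CPM. A different amount of ribosomal RNA is therefore neither shown nor excluded by this 1 gene. Under a different share of nuclear RNA, Neat1, Kcnq1ot1 and Meg3 were predicted to rise. Their log2 ratios were 0.54, 0.030 and -0.47, on 7047 and 7349 UMIs in I/R and SBP for Neat1, 63 and 46 for Kcnq1ot1 and 193 and 100 for Meg3. Malat1, another nuclear RNA, had been seen before the test was set and was not part of it. Its log2 ratio was 0.91 for SBP over I/R (0.87 to 0.95) and -0.88 for I/R over sham, the same directions as Lars2 and Gm42418. A different share of nuclear RNA in the libraries cannot be told apart from other causes, because these genes go both ways and Kcnq1ot1 and Meg3 rest on few UMIs. Other technical differences between the libraries stay open, as does an effect of SBP, which was not tested.

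Nmrk2 was higher in SBP than in sham by a log2 ratio of 3.15, at 12.5 CPM in sham, 53.1 CPM in I/R and 111 CPM in SBP. With median-of-ratios size factors the log2 ratio SBP over sham was 3.08, which argues against the scaling as the cause. Other technical explanations were not tested, and an effect of I/R together with SBP stays open.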

How the results depend on the processing

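The alternatives were set before the data were examined, except the one that leaves out the spots with the most UMIs of a gene. A value counts as unchanged where it stayed within the 95% counting interval of the value reported. No paired analysis was possible because each condition has 1 section.

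Under every alternative run for whole sections, the log2 ratios of Nppb, Npr3, Vim, Acta2 and Ankrd1 kept their direction. Nppb stayed between 1.79 and 2.05 for I/R over sham and between -1.40 and -1.19 for SBP over I/R, and Npr3 between 1.32 and 1.73 for SBP over I/R. Within high spots the ratio SBP over I/R also kept its direction for Nppb, Npr3, Vim and Acta2. The share of high spots was lower in SBP than in I/R under every alternative. Genes with at least 100 UMIs in every section (8545 genes) had a median log2 ratio of 0.22 for I/R over sham and -0.14 for SBP over I/R, and TMM factors shift all ratios by -0.23 and 0.16, median-of-ratios factors by -0.24 and 0.16. Leaving out no spots, or those under 1000 UMIs, changed no value beyond its interval, since few spots are that shallow, and neither did dropping genes detected in under 200 spots.

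Leaving UMIs of mitochondrial genes out of the denominator gave log2 ratios I/R over sham in the whole section of 1.92 for Nppb, 1.36 for Vim, -0.71 for Acta2 and 0.85 for Ankrd1, and log2 ratios SBP over I/R in the whole section of -1.30 for Nppb, -0.81 for Vim and -0.27 for Ankrd1. In addition, there were log2 ratios of high over other spots in I/R of 2.09 for Nppb, 0.72 for Vim and 0.12 for Acta2, and log2 ratios SBP over I/R within high spots of -0.92 for Nppb and -0.68 for Vim. TMM factors gave log2 ratios I/R over sham in the whole section of 1.80 for Nppb, 1.25 for Vim, -0.83 for Acta2 and 0.73 for Ankrd1, and log2 ratios SBP over I/R in the whole section of -1.20 for Nppb, -0.71 for Vim, -0.86 for Acta2 and -0.17 for Ankrd1. Median-of-ratios size factors gave log2 ratios I/R over sham in the whole section of 1.79 for Nppb, 1.24 for Vim, -0.84 for Acta2 and 0.73 for Ankrd1, and log2 ratios SBP over I/R in the whole section of -1.19 for Nppb, -0.70 for Vim, -0.85 for Acta2 and -0.16 for Ankrd1. Weighting each spot equally gave log2 ratios I/R over sham in the whole section of 1.72 for Vim, -0.50 for Acta2 and 1.07 for Ankrd1, and log2 ratios SBP over I/R in the whole section of -1.26 for Nppb, -1.01 for Vim and -0.29 for Ankrd1. Leaving out the 1% of spots with the most UMIs of the gene, an alternative chosen after seeing the data, gave log2 ratios I/R over sham in the whole section of -0.98 for Acta2 and 1.06 for Ankrd1, and log2 ratios SBP over I/R in the whole section of -0.92 for Vim. The Ankrd1 threshold that at most 10% of sham spots reach gave a share of high spots of 32.2% in I/R and 24.3% in SBP, and log2 ratios of high over other spots in I/R of 2.38 for Nppb, 1.00 for Vim and 0.094 for Acta2. In addition, there were log2 ratios of high over other spots in SBP of 1.15 for Vim, and log2 ratios SBP over I/R within high spots of -1.09 for Nppb and -0.66 for Vim. The threshold that at most 1% of sham spots reach gave a share of high spots of 7.29% in I/R and 4.92% in SBP, and log2 ratios of high over other spots in I/R of 2.18 for Nppb, -1.32 for Npr3, 0.62 for Vim and 0.50 for Acta2. This setting also gave log2 ratios of high over other spots in SBP of 0.63 for Vim, and log2 ratios SBP over I/R within high spots of -1.38 for Acta2. Otsu's threshold gave a share of high spots of 57.4% in I/R and 49.3% in SBP, and log2 ratios of high over other spots in I/R of 2.67 for Nppb, 1.57 for Vim and 0.78 for Acta2. Also found were log2 ratios of high over other spots in SBP of 2.68 for Nppb, 0.22 for Npr3, 1.65 for Vim and 0.47 for Acta2, and log2 ratios SBP over I/R within high spots of -1.22 for Nppb. Ankrd1 per 10000 UMIs in unthinned spots gave a share of high spots of 16.6% in SBP, and log2 ratios of high over other spots in I/R of 0.74 for Vim and 0.18 for Acta2. Pearson residuals of Ankrd1 gave log2 ratios of high over other spots in I/R of 0.74 for Vim and 0.14 for Acta2, and log2 ratios SBP over I/R within high spots of -0.68 for Vim. Thinning to 1000 UMIs gave a share of high spots of 14.6% in I/R and 10.5% in SBP, and log2 ratios of high over other spots in I/R of 1.76 for Nppb and 0.46 for Vim. This setting also gave log2 ratios of high over other spots in SBP of 1.77 for Nppb, -0.18 for Npr3, 0.74 for Vim and -0.31 for Acta2, and log2 ratios SBP over I/R within high spots of -1.21 for Nppb, -0.60 for Vim and -1.52 for Acta2. In addition, there were shares of spots with a UMI of Nppb of 10.1% in sham, 29.9% in I/R and 13.9% in SBP, and shares of spots with a UMI of Npr3 of 0.448% in sham, 0.241% in I/R and 0.970% in SBP. Also found were shares of spots with a UMI of Vim of 12.9% in sham, 33.6% in I/R and 19.7% in SBP, and shares of spots with a UMI of Acta2 of 19.4% in sham, 11.8% in I/R and 7.56% in SBP. Setting the region by the injury list gave a share of high spots of 31.3% in I/R, and log2 ratios of high over other spots in I/R of 1.95 for Nppb, 2.40 for Vim and 2.01 for Acta2. In addition, there were log2 ratios of high over other spots in SBP of 1.54 for Nppb, 1.66 for Vim and 1.49 for Acta2, and log2 ratios SBP over I/R within high spots of -1.27 for Nppb. Unthinned spots gave shares of spots with a UMI of Nppb of 58.3% in sham, 86.0% in I/R and 58.3% in SBP, and shares of spots with a UMI of Npr3 of 4.61% in sham, 4.32% in I/R and 7.70% in SBP. This setting also gave shares of spots with a UMI of Vim of 65.5% in sham, 88.9% in I/R and 73.4% in SBP, and shares of spots with a UMI of Acta2 of 80.1% in sham, 60.5% in I/R and 36.3% in SBP.

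Otsu's threshold reversed the ratio of high over other spots of Npr3 in SBP, which was -1.02 before. The ratio of Acta2 in SBP, 0.13 with an interval that includes 0, was below 0 for Ankrd1 per 10000 UMIs in unthinned spots (-0.051) and after thinning to 1000 UMIs. For the pooled genes that Supplementary Tables 3 to 5 give as raised by SBP, the median log2 ratio I/R over sham was 0.02. It changed sign to -0.0099 with a minimum of 200 UMIs and to -0.10 without mitochondrial genes. Leaving out mitochondrial UMIs shifts all ratios of a comparison alike, and random lists moved from a median of 0.24 to 0.12. The pooled list lay below all random lists in each setting. Without mitochondrial genes the atrial list (0.011 to -0.10) and the endothelial list of lowered genes (0.11 to -0.0084) also changed sign. With the minimum of 200 UMIs the endothelial list of raised genes moved outside the central 95% of random lists (median 0.028). The Rev-erb-repressed list moved inside it for SBP over I/R (median -0.52). The causes of the other changes were not tested, apart from the shares of spots with a UMI, which depend on depth by construction. The low count of Npr3 limits its ratio within high spots, which rests on 20 UMIs in each of I/R and SBP.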

Differences from the paper's values

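The paper gives an infarct share of 27% for I/R and 15% for SBP from the spatial data. The share of Ankrd1-high spots was 21.3% and 14.8%, within 1.5 times of the paper's values. Values further than that from the paper's came from the threshold that at most 1% of sham spots reach (7.29% and 4.92%) and from Otsu's threshold (57.4% and 49.3%), and in 1 condition from the threshold at 10% of sham spots (24.3% in SBP) and from thinning to 1000 UMIs (14.6% in I/R). The sentence of Supplementary Figure 14 calls the I/R area smaller than that of SBP, while its own percentages and the share of spots have it larger.

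The paper states that SBP raised Nppb in the infarct and border areas. In the sections Nppb was lower in SBP than in I/R, by a log2 ratio of -1.0 in Ankrd1-high spots and -1.35 over whole sections, and higher in SBP than in sham by 0.68. None of the alternatives run gave a higher level in SBP than in I/R, over whole sections or in the high spots.

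The paper places Npr3 in the infarct and border areas of SBP and states that it was absent there in I/R and sham. Npr3 was less concentrated in Ankrd1-high than in other spots of SBP (log2 ratio -1.02), and 20 of its UMIs lay in Ankrd1-high spots of I/R and 3 in those of sham. With Otsu's threshold the ratio in SBP was 0.22. The higher level in SBP than in I/R was seen in both kinds of spots.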

Other observations

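The tests of why Nppb was lower in SBP and Acta2 higher in sham were chosen after those results were seen, except the test of atrial tissue. The tests of sex and of glucocorticoid-induced genes were also set beforehand.

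The lower Nppb of the SBP section was set against several technical explanations. A smaller Ankrd1-high area is not the whole cause, since within Ankrd1-high spots the log2 ratio SBP over I/R was -1.0. A lower depth is not the cause either, since after thinning 46.4% of SBP spots and 69.6% of I/R spots had an Nppb UMI. Without mitochondrial genes the ratio over whole sections was -1.30, which argues against a different share of mitochondrial UMIs. Atrial tissue in the I/R section would bring atrial genes, but in I/R Myl7 had 3 UMIs and Sln and Bmp10 had 0. The 3 genes of the atrial list with at least 50 UMIs had a median log2 ratio SBP over I/R of 0.47, opposite to Nppb. This median is no sign of more atrial tissue in SBP, since the intervals of Myl4 and Dkk3 include 0. The third gene, Nppa, was at 1146 CPM in I/R and 1380 CPM in SBP. It was concentrated in Ankrd1-high spots of I/R (log2 ratio 1.84). Exchanged labels of I/R and SBP would make the genes that Supplementary Tables 3 to 5 give as raised by SBP lower in the section labelled SBP than those given as lowered. The difference of the medians was 0.15 in the direction of the labels, at percentile 99.8 of random lists. For I/R over sham it was -0.11, at percentile 7.72, and for SBP over sham 0.03, at percentile 69.8. The raised genes alone lay below all random lists for I/R over sham, so a less injured section could score higher under either label. The test thus leans to the labels as given but does not exclude an exchange. A different plane of section, a different extent of injury and an effect of SBP also stay open. The injury list was lower in SBP than in I/R for 18 of 20 genes, with a median log2 ratio of -1.08, and higher in I/R than in sham for all 20, with a median of 2.32. The paper's statement of a further rise of Nppb rests on single-nucleus data, which were not analysed here.

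Acta2 was highest in the sham section. Leaving out the 1% of spots with the most Acta2 UMIs in each section gave a log2 ratio I/R over sham of -0.98, so a few vessel-rich spots do not account for it. The ratio was -0.84 with median-of-ratios size factors, -0.71 without mitochondrial genes and -0.50 with equal weight for each spot, against -0.60 as reported, so scaling and the share of mitochondrial UMIs do not account for it either. At equal depth after thinning, 67.1% of sham spots and 39.3% of I/R spots had an Acta2 UMI, which argues against depth. The plane of section and an effect of I/R on Acta2 stay open, untested.

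Among genes the paper discusses from single-nucleus data, Myh7 was at 100.1 CPM in sham, 302 CPM in I/R and 596 CPM in SBP. The log2 ratio SBP over I/R was 0.98 for Myh7, 0.25 for Tpm1, -0.10 for Actc1 and -0.05 for Pdlim3, whose interval includes 0. TMM factors add 0.16 to each of these ratios and turn those of Actc1 and Pdlim3 positive. Mhrt, which the paper reports as lowered by SBP, had a log2 ratio of 0.49 (0.23 to 0.75) with 250 UMIs in I/R and 251 in SBP. The ratio was -1.63 for Spp1, -1.47 for Postn, -0.84 for Pdk4, -0.31 for Fkbp5, 0.57 for Saa3 and 0.17 for Myh6, and that of Zbtb16 (0.85) included 0. Sections mix all cell types, so these are not levels per cell type.

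Among genes with at least 500 UMIs in the section, and apart from Ankrd1 itself, those most concentrated in Ankrd1-high spots were Nppb, Ccn2, Sprr1a, Nppa and Fhl1 in I/R, with log2 ratios from 2.24 to 1.83, and Nppb, S100a9, S100a8, Uck2 and Tnfrsf12a in SBP, from 2.48 to 1.87. The largest falls from sham to I/R were of Ptgds, Lynx1, Lars2, Bc1 and Dynll2, and Ccn2, Spp1, Nppb and Fn1 were among the largest from I/R to SBP.

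The Y-linked genes were detected in all sections, with Ddx3y at 29.6 CPM or more, while Xist had at most 2 UMIs in a section, which argues against mice of different sex. The glucocorticoid-induced list lay at percentile 42.7 for SBP over I/R, with 3 genes higher and 8 lower, so that a difference in glucocorticoid level cannot be told apart from none, because its members go both ways.

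The other lists gave these medians for SBP over I/R. The marker list of the paper was -0.97 for monocytes, -1.06 for neutrophils and -0.63 for macrophages, all below the central 95% of random lists, and -0.10 for smooth muscle cells, -0.14 for endothelium and 0.11 for fibroblasts, all inside it. The blood list was at -0.07 and the Y-linked list at 0.06, both inside it. The lists of markers for cardiomyocytes, B cells and T cells had too few genes with enough UMIs to give a median. The lists of Supplementary Tables 3, 4 and 5 gave 0.24, 0.07 and 0.02 for genes raised by SBP and 0.05, -0.09 and -0.19 for genes lowered. Random lists had medians of -0.10, -0.18 and -0.17 for the raised and -0.13, -0.14 and -0.16 for the lowered.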
